# Skeletal muscle transcriptome is affected by age in severely burned mice

**DOI:** 10.1038/s41598-022-26040-1

**Published:** 2022-12-14

**Authors:** Juquan Song, Steven G. Widen, Steven E. Wolf, Amina EI Ayadi

**Keywords:** Trauma, Transcriptomics, Skeletal muscle, Experimental models of disease, Paediatric research

## Abstract

Severe burn results in muscle wasting affecting quality of life in both children and adults. Biologic metabolic profiles are noticeably distinctive in childhood. We posit that muscle gene expression profiles are differentially regulated in response to severe burns in young animals. Twelve C57BL6 male mice, including young (5 weeks-old) and adults (11 weeks-old), received either scald burn, or sham procedure. Mouse muscle tissue was harvested 24 h later for Next Generation Sequence analysis. Our results showed 662 downregulated and 450 upregulated genes in gastrocnemius of young mice compared to adults without injury. After injury, we found 74/75 downregulated genes and 107/128 upregulated genes in both burned groups compared to respective uninjured age groups. VEGFA-VEGFR2, focal adhesion, and nuclear receptor meta-pathways were the top 3 gene pathways undergoing a differential change in response to age. Of note, the proteasome degradation pathway showed the most similar changes in both adult and young burned animals. This study demonstrates the characteristic profile of gene expression in skeletal muscle in young and adult burned mice. Prominent age effects were revealed in transcriptional levels with increased alterations of genes, miRNAs, pathways, and interactions.

## Introduction

Adolescents from 10 to 19 years of age are in a transition from childhood to adulthood, and are at higher risk of non-intentional injury. According to the CDC childhood injury report, more than 9.2 million injured are treated in hospital emergency rooms, and more than 12,000 injured people under 19-year-old die each year. Burn is one of the leading causes of unintentional injury leading to higher morbidity and mortality among children in the US and worldwide. The proportion of pediatric admissions among total patients with burn injury increased by 63.9% from 2003 to 2012 at United States^1^. Meanwhile, the WHO investigated burn incidence in children and reported 96,000 lethal burn injuries globally in 2004^2^. These death rates are the second-highest between 15 and 19 years. old children after infants. Worldwide, an increasing proportion of burn injuries was recorded in adolescent females^2^. Along with the improvement of care management, current mortality has been reduced to less than 3% in pediatric burn patients^3^. However, severe burn has significant impact and consequences in surviving children, including both physical disfiguration and mental in long-term effects. Burn impairs growth in children^4^, and has other effects after injury^5^.

The mechanisms of burn-induced muscle wasting are mostly described within the hypermetabolic response to severe burn, significantly contributing to sequelae after injury. Various treatments were developed to moderate the severity of this pathophysiological and metabolic response^6^. At the transcriptional level, Padfield et al. showed that groups of genes, including those regulating myogenesis and mitochondrial function, contributed to muscle wasting in a mouse model with a single limb burn^7^. Only a few studies further revealed gene expression changes in pediatric burns during a long-term period of recovery^8^. 

As key gene regulators, microRNAs (miRNAs) inhibit gene expression at the translational level^9^. In burns, Liang et al. demonstrated miRNA profiles in cells within the burned dermis and found that 66 miRNAs were significantly altered^10^. We found miRNAs to mediate gene pathway changes in skeletal muscle after burn^11^. However, the data collected from most studies (including ours) were based on adult animal models, which may not reflect responses in adolescents and young subjects, and can lead to a bias in data interpretation when applied to pediatric patient populations.

The biological profile in adolescents (< 19 years old) is unique and different from adults^12^. Related to burns, children have more skin surface area in the head and less in the legs generally^13^. Also, energy metabolism differs among children and adults. Total energy utilization is 60–80 kcal/kg/day for a 10-year-old child and 30–40 kcal/kg/day for a 20-year-old adult^14^. At the cellular level, muscle progenitor satellite cells, a major resource for cell hemostasis, are depleted with age^15^. Genetic regulations also differ in children and adults. A study of 299 adults demonstrated dopamine receptor genes *DRD2* are associated with weight gain in adults, with α-ketoglutarate dependent dioxygenase (*FTO*) gene expression closer to the young adolescence period^16^. We then wonder whether gene expression profiles respond differentially in severe burns in the young compared to adults in the muscle specifically. We then propose that miRNA-regulated gene expression contributes to muscle pathophysiological changes in response to severe burns that are distinct in the young.

To date, the sparse information on differential effects of age in response to injury may be related to the lack of young burn animal models. The life span of rodents differs from humans, reaching maturity in 3–6 months in mice. 5–8 week-old mice are then equivalent to human adolescents aged 12–18 years^17^. Comparing 5 week-old (adolescent) to 11 week-old mice (adult) in this study, we examined miRNA and mRNA age-related expression profiles in mouse skeletal muscle.

## Results

### General description of transcriptome alteration in young and adult burn mice

Among a total of 55,401 grand counts, 21,859 protein-coding genes and 2,202 miRNA counts were deferentially expressed in mouse muscle tissue, reflecting a proportional alteration of 39.45% genes and 3.97% miRNA in the total cohorts. These data reinforce previous findings suggesting a small number of miRNAs are present to regulate expression/function of a large number of target genes/mRNA.

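Poly-A RNA of the gastrocnemius muscle was sequenced in 12 male C57BL/6 mice, 24 h after a scald burn over 25% of the body surface or a sham procedure. Young mice were 5 weeks old and adult mice 11 weeks old, and each of the groups young sham, young burn, adult sham and adult burn held 3 mice. The libraries were made with the NEBNext Ultra II kit and read as pairs of 75 bases on an Illumina NextSeq. The authors aligned the reads to the GRCm38 mouse genome with STAR and counted them on the genes of Gencode M25 with its GeneCounts option. The resulting values are raw counts of reads, without normalization or a filter on low counts, and the strand that was counted is not given in the sources used here. The total count per library ranged from 4393236 to 5029132 with a median of 4986035 in young sham, from 4633596 to 5537645 with a median of 4694215 in young burn, from 4392605 to 4727802 with a median of 4718656 in adult sham, and from 5585064 to 5688512 with a median of 5603211 in adult burn. Of 55401 genes, 28528 had at least 1 count in any library. The annotation used here, Gencode M21, gave 21897 of them as protein-coding (39.5%), of which 17244 had a count. It gave 2202 as miRNA genes (3.97%), of which 210 had a count, and 260 genes had no match in it. Here the counts were normalized by edgeR's TMM method, and genes were kept by its filterByExpr function with a minimum count of 10 and a minimum total count of 15. All groups were fitted together in edgeR's quasi-likelihood model, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The adjustment covered every gene tested, and calls were counted over protein-coding genes, as in Table 1. Percentages of calls here are of the protein-coding genes tested, while those of Table 1 are of all its protein-coding genes. The percentages are therefore not comparable. The legend of Fig. 2 states that 1 young burn animal was left out as an outlier, and Fig. 2 shows young burn replicates 1 and 3. Values are therefore given first for the 11 libraries without young burn replicate 2, in which 12651 genes were tested, and then for all 12, in which 12408 were tested. Levels of genes are CPM, the normalized counts scaled to the same library size, as mean ± SD over the mice of a group. Fold changes are log2 values with the standard error from the model, and positions are on GRCm38. Reads were counted without molecular identifiers, so counting intervals and limits cover counting error only.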

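Among protein-coding genes, 1409 of 11878 were called between young sham and adult sham in the 11 libraries (11.9%), 605 higher and 804 lower in young sham. With all 12 libraries, 440 of 11720 genes were called (3.75%), 216 higher and 224 lower. Young burn replicate 2 is in neither of these groups and enters through the spread that all groups share in the model, the scaling and the genes that pass the filter. An unadjusted p under 0.05 was reached by 3315 genes in the 11 libraries and 2359 in the 12. DESeq2, the tool that the paper names, called 1101 genes in the 11 libraries and 621 in the 12. Leaving out adult sham replicate 2 lowered the count over 12 libraries to 87 genes. It was 89 without young sham replicate 3, 146 without young sham replicate 2, 150 without adult sham replicate 1 and 201 without adult sham replicate 3. Without a filter on low counts it was 921, and 1101 in a fit of the sham libraries alone. The largest changes among called genes whose groups did not overlap were looked up by a rule that was written after the fold changes of Supplement Table 1 had been seen. Actc1 (ENSMUSG00000068614.7, chromosome 2 from 114047282 to 114053548) had 2871 ± 1129 CPM (SD, n = 3) in young sham and 194 ± 96.2 CPM (SD, n = 3) in adult sham, with a log2 fold change of 3.88 (standard error 0.39, adjusted p = 5.17e-05) in the 11 libraries and 3.89 (standard error 0.42, adjusted p = 0.000576) in the 12. Fbn2 had 56 counts in young sham and 3 in adult sham, a normalized ratio of 19.8 (95% counting interval 6.45 to 99.05). Mymk had 44 counts against 2, a ratio of 23.4 (6.10 to 199). Its adjusted p was 0.00321 in the 11 libraries and 0.0160 in the 12, and from the 12 it became 0.0638 without adult sham replicate 1, 0.0688 without adult sham replicate 2, 0.0576 without adult sham replicate 3 and 0.0842 without young sham replicate 3. On the lower side, Rasd2 had 6.13 ± 2.75 CPM (SD, n = 3) in young sham and 67.7 ± 33.0 CPM (SD, n = 3) in adult sham, with a log2 fold change of -3.50 (standard error 0.34, adjusted p = 4.01e-05) in the 11 libraries and -3.48 (standard error 0.35, adjusted p = 0.000413) in the 12. Odf3l2 had a log2 fold change of -3.15 in the 11 libraries (adjusted p = 0.000854) and -3.14 in the 12 (adjusted p = 0.00411). Slc15a5 had -2.80 (adjusted p = 0.00287) and -2.79 (adjusted p = 0.0133). From the 12 libraries its adjusted p became 0.0518 without adult sham replicate 1, 0.0586 without adult sham replicate 2 and 0.0804 without young sham replicate 3.

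**Figure D1:**
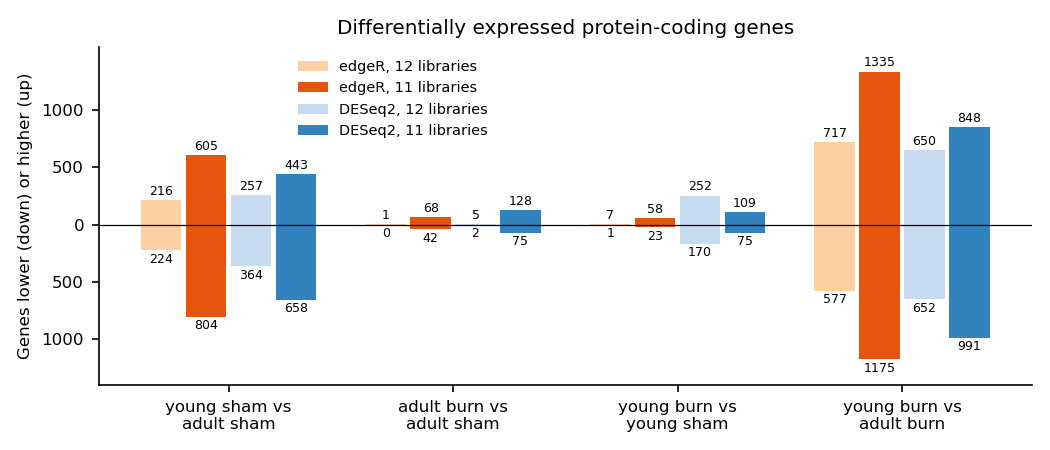
Number of protein-coding genes called higher (upward bars) and lower (downward bars) in each comparison, by edgeR or DESeq2, with all 12 libraries or the 11 without young burn replicate 2. For young sham against adult sham the totals run from 440 (edgeR, 12 libraries) to 1409 (edgeR, 11 libraries).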

As illustrated in Table 1, 5.09% of muscle mRNA transcripts were differentially expressed between young sham and adult sham animals. Less than 1% of mRNAs were differentially expressed after burn in both age groups; 0.93% when comparing adult burn to sham and 0.83% when comparing young burn to sham. 

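Between adult burn and adult sham, 110 of the protein-coding genes were called in the 11 libraries (0.926% of those tested), 68 higher and 42 lower in adult burn. The percentage of Table 1 has another base, all its protein-coding genes, so closeness of these shares carries no weight. All 12 libraries called 1 gene, Pnmt (0.00853%), and the count stayed at 1 with each of the adult libraries left out in turn. At an unadjusted p under 0.05 there were 1633 genes in the 11 libraries and 796 in the 12. DESeq2 called 203 and 7 genes, respectively. Over the 12 libraries without a filter edgeR called 260, and in a fit of the adult libraries alone 110. Between young burn and young sham, 81 genes were called in the 11 libraries (0.682%), 58 higher and 23 lower in young burn. All 12 libraries called 8 genes (0.0683%), 7 higher (Pnmt, Lcn2, Serpina3n, Fabp5, Id3, Lyve1 and Stat3) and 1 lower (Auts2), of which Fabp5, Id3, Lyve1 and Stat3 were picked for naming after their values were seen. The unadjusted p was under 0.05 for 1924 genes in the 11 libraries and 2380 in the 12, and DESeq2 called 184 and 422. The count over 12 libraries rose to 657 without young burn replicate 1. It dropped to 1 without young sham replicate 2, and to 2 without young sham replicate 3 or without young burn replicate 3. It was 1017 without a filter and 1 in a fit of the young libraries alone. Pnmt (ENSMUSG00000038216.7, chromosome 11 from 98386450 to 98388181) had 18.4 ± 2.62 CPM (SD, n = 3) in adult burn and 1.94 ± 0.619 CPM (SD, n = 3) in adult sham, with a log2 fold change of 3.23 (standard error 0.25, adjusted p = 1.93e-05) in the 11 libraries and 3.23 (standard error 0.30, adjusted p = 0.000596) in the 12. In young mice it had 23.5 ± 2.86 CPM (SD, n = 2) in young burn and 1.72 ± 0.623 CPM (SD, n = 3) in young sham without young burn replicate 2, a log2 fold change of 3.80 (standard error 0.27, adjusted p = 5.86e-06), and 4.02 (standard error 0.30, adjusted p = 4.66e-05) over all 12 libraries. The log2 fold change of Lcn2 (ENSMUSG00000026822.14, chromosome 2 from 32384633 to 32388252) was 3.36 (standard error 0.45, adjusted p = 0.00273) in adult burn in the 11 libraries, and 3.37 (standard error 0.55, adjusted p = 0.197) in the 12. In young burn it was 3.69 (standard error 0.49, adjusted p = 0.00531) in the 11 libraries. The 12 gave 4.16 (standard error 0.55, adjusted p = 0.0126), and the adjusted p became 0.0862 without young sham replicate 2 and 0.121 without young sham replicate 3. Further large changes in adult burn in the 11 libraries were those of Orm1, Aqp4 and Fer1l6. Their log2 fold changes were 3.88 (adjusted p = 0.0184), -1.92 (adjusted p = 0.00224) and -1.83 (adjusted p = 0.0220), and over the 12 libraries their adjusted p was 0.569, 0.603 and 0.555. Orm3 had 46 counts in adult burn and 0 in adult sham, which makes it at least 12.7-fold higher when adult sham is set to a limit of 3 counts over the group. In young burn, Serpina3n had a log2 fold change of 2.82 in the 11 libraries (adjusted p = 0.0148) and 3.45 in the 12 (adjusted p = 0.0355), where the adjusted p became 0.0559 without young sham replicate 1, 0.207 without young sham replicate 2, 0.167 without young sham replicate 3 and 0.0932 without young burn replicate 3. Auts2 had -1.06 (adjusted p = 0.00898) and -1.11 (adjusted p = 0.0126), and from the 12 libraries the adjusted p became 0.0883 without young sham replicate 2, 0.0762 without young sham replicate 3 and 0.0626 without young burn replicate 3. Chad, Kera and Wif1 fell by 2.09, 2.05 and 2.19 on the log2 scale in the 11 libraries (adjusted p = 0.0440, 0.0418 and 0.0447), and had an adjusted p of 0.0553, 0.0593 and 0.0593 in the 12.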

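The sizes of these changes were read as absolute log2 fold changes, the scale of Supplement Table 1. In the 11 libraries, 80.1% of the genes called between young sham and adult sham had a value of at most 1. The share was 70.0% between adult burn and adult sham, 54.3% between young burn and young sham, and 76.9% between young burn and adult burn. The DESeq2 calls in the 11 libraries gave 79.1%, 82.3%, 76.6% and 75.6% in the same order. With all 12, edgeR gave 57.7% for young sham against adult sham, 12.5% of the few genes called for young burn against young sham, and 69.9% for young burn against adult burn. The gene called between adult burn and adult sham in the 12 libraries had a larger change than 1. DESeq2 over all 12 libraries gave 70.6% of 422 calls for young burn against young sham and 0 of 7 for adult burn against adult sham. With no filter, edgeR gave 71.3% and 65.8% for these comparisons, so the share in the burn comparisons depends on the setting. The share between the sham groups dropped to 24.1% without adult sham replicate 2, and that between the burn groups to 37.2% in a fit of these groups alone.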

In all comparisons, most changes in mRNA transcripts had fold changes less than 1. Though 22 more mRNAs were expressed in adult burns than young burns, after comparing to each respective sham group, the number of differentially expressed mRNA with absolute fold changes > 1 was greater in the young burn animals. 

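Counted over protein-coding genes in the 11 libraries, 33 of those called in adult burn had an absolute log2 fold change above 1 (19 higher and 14 lower), and 37 of those called in young burn (29 higher and 8 lower). DESeq2 gave 36 in adult burn and 43 in young burn. In all 12 libraries, edgeR gave 1 in adult burn and 7 in young burn. The latter became 311 without young burn replicate 1, 11 without young sham replicate 1, 1 without young sham replicate 2, and 2 without young sham replicate 3 or young burn replicate 3. DESeq2 over 12 libraries gave 7 and 124, edgeR without a filter 89 and 292, and fits of each age alone 30 and 1. Whether the burn changed a gene differently in the ages was tested as an interaction, the log2 fold change in young burn minus that in adult burn, each against its own sham. Without young burn replicate 2, 12 protein-coding genes were called in this test, with a higher value in young mice for Smtnl1, Casq2, Fndc5, Fabp3, Myom3, Crhr2, Klf2, Myh2, Myh1 and Acaa2, and a lower one for Pfkfb4 and Apbb3. An unadjusted p under 0.05 was found for 1344 genes, and DESeq2 called 45. In all 12 libraries, edgeR called 0 genes, with 845 at an unadjusted p under 0.05, and DESeq2 called 1. Without a filter on low counts, edgeR called 105 genes in the same 12 libraries.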

The overlap between differentially expressed genes (DEGs) across burn injury and ages was demonstrated in the Venn diagram (Fig. 1).

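Between young burn and adult burn, 2510 protein-coding genes were called in the 11 libraries (21.1%; 1335 higher and 1175 lower in young burn), and 1294 in the 12 (11.0%; 717 higher and 577 lower). DESeq2 called 1839 and 1302 genes. The edgeR count over 12 libraries was 373 without adult burn replicate 3, 470 without adult burn replicate 2 and 613 without young burn replicate 3. A fit of the burn libraries alone called 304, and edgeR without a filter 1684. Mymk had 55 counts in young burn and 2 in adult burn in the 11 libraries, a normalized ratio of 44.3 (95% counting interval 11.7 to 375). In the 12 it had 67 counts against 2, a ratio of 35.5 (9.44 to 299). Kcne1l had a log2 fold change of 3.64 (adjusted p = 0.000166) in the 11 libraries and 3.45 (adjusted p = 0.000771) in the 12. On the lower side, Morn4 had -3.45 (adjusted p = 0.000893) in the 11 libraries and -3.48 (adjusted p = 0.000875) in the 12, and Slc15a5 had -3.10 (adjusted p = 0.00140) in the 11 libraries and -3.50 (adjusted p = 0.00179) in the 12. In the 11 libraries, 817 genes were called both between young sham and adult sham and between young burn and adult burn, where 298 would be shared by chance alone. Of these, 370 were higher and 442 lower in young mice in both comparisons, and 5 (Slc41a1, Ptpn3, Fabp3, Myh1 and Prkg1) went opposite ways. The 12 libraries gave 280 shared genes (144 higher and 136 lower in both, 48.6 by chance). DESeq2 gave 638 in the 11 libraries and 372 in the 12. Called after burn in both ages were 9 genes in the 11 libraries, where chance gives 0.750. Lcn2, Psma5, Psma1, Pnmt, Hgs, Aspscr1, Egln3 and Serpina3n were higher in both burn groups, and Fabp3 was lower in adult burn and higher in young burn. The 12 libraries shared 1 gene, Pnmt, and DESeq2 shared 32 in the 11 libraries and 4 in the 12. Some of the genes named for both overlaps (Slc41a1, Ptpn3, Prkg1, Hgs, Aspscr1 and Egln3) were picked after their values were seen.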

**Table 1:** The number of differently expressed mRNA and miRNAs in mouse gastrocnemius between young sham (YS), young burn (YB), adult sham (AS), and adult burn (AB) groups.

Groups	Altered mRNAs				Altered miRNAs			
	YS versus AS	AB versus AS	YB versus YS	YB versus AB	YS versus AS	AB versus AS	YB versus YS	YB versus AB
**Fold changes**								
> − 5 to − 4	0	0	0	0	0	0	0	0
> − 4 to − 3	3	0	0	4	1	0	0	0
> − 3 to − 2	8	0	2	16	1	0	0	2
> − 2 to − 1	98	13	10	125	16	0	0	16
> − 1 to 0	553	62	62	844	52	1	0	50
> 0 to 1	328	112	72	537	16	0	1	21
> 1 to 2	103	14	31	259	33	0	0	24
> 2 to 3	12	1	2	41	26	0	0	28
> 3 to 4	5	1	2	3	6	0	0	3
> 4 to 5	2	0	0	2	3	0	0	3
Down-regulated	662	75	74	989	70	1	0	68
Up-regulated	450	128	107	842	84	0	1	79
Total	1112	203	181	1831	154	1	1	147
%	5.09	0.93	0.83	8.38	6.99	0.05	0.05	6.68

21,859 of protein-coding (39.45%) and 2202 miRNA counts (3.97%) were detected from a total of 55,401 grand counts.

**Figure 1:**
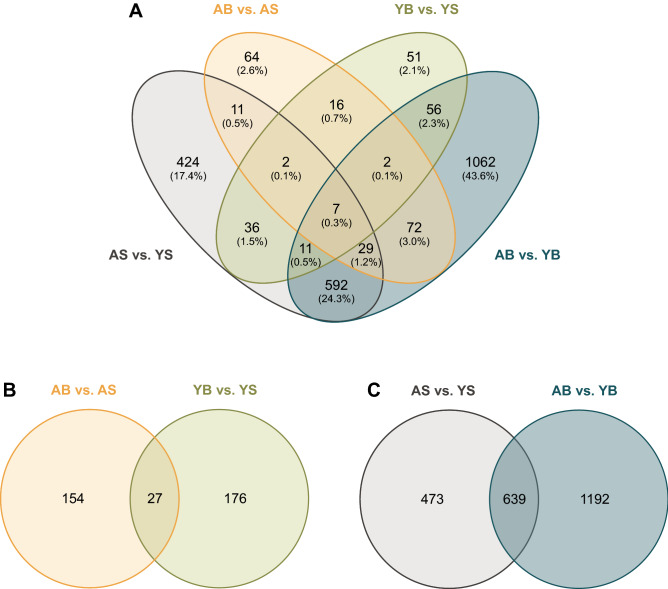
Venn diagram demonstrates the number of overlapped DEGs across burn injury and ages. (**A**) Comparisons between four groups, labeled as a young sham (YS), young burn (YB), adult sham (AS), and adult burn (AB). Four comparisons were colored in yellow (AB vs. AS), green (YB vs. YS), gray (AS vs. YS), and blue (AB vs. YB); (**B**) comparison between young burn and adult burn; (**C**) comparison between burn and sham.

We found 154 miRNAs differentially expressed in young sham animals compared to adult sham mice while 147 miRNAs were differentially expressed when comparing young burns to adult burn animals (Table 1). 

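Small RNA of the same muscles was sequenced in 12 libraries of 3 mice per group, made with the NEBNext Small RNA kit. The authors trimmed adapters with the mirDeep2 package, aligned the reads to the mouse genome with STAR and counted them on miRNAs with featureCounts. The values are raw counts without normalization, and the treatment of reads that map to several places is not given in the sources used here. The total count per library ranged from 1704531 to 2263681 with a median of 1992418 in young sham, from 2042750 to 3149396 with a median of 2283784 in young burn, from 2519204 to 3114028 with a median of 2842926 in adult sham, and from 2275754 to 2571561 with a median of 2358614 in adult burn. The entries carry 1144 names, as 143 entries for near-identical hairpin copies share a name with another. Counts above 0 were present for 756 entries, and the most abundant entry took up to 32.5% of the counts of a library. The model and its filter were those used for mRNA, with each hairpin copy as its own entry, and 299 entries were tested. All 12 libraries were used, since the sources name no miRNA library as left out.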

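Of the entries tested, 168 were called between young sham and adult sham (56.2%), 92 higher and 76 lower in young sham. Between young burn and adult burn, 165 were called (55.2%), 89 higher and 76 lower in young burn. At an unadjusted p under 0.05 there were 181 and 173 entries. DESeq2 called 167 and 160. With copies of the same name summed, which was tried after the data had been seen, it called 153 in each comparison. The count for the sham groups was 152 without adult sham replicate 2, and that for the burn groups 137 without young burn replicate 1. Scaled by library size alone, 179 entries were called between the sham groups, of which 88.8% were higher in young sham, against 54.8% with TMM. Between the burn groups it called 141, of which 80.1% were higher in young burn, against 53.9% with TMM. In the sham comparison the scaling by library size shifted the median log2 fold change of all entries upward by 0.51.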

Similar to mRNA, most miRNAs showed fold changes of less than 1. 

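An absolute log2 fold change of at most 1 was found for 52.4% of the entries called between young sham and adult sham, and for 51.5% of those called between young burn and adult burn. DESeq2 gave 49.1% and 47.5%, and 44.4% and 47.1% on counts summed by name, a setting tried after the values had been seen. In edgeR the shares were 46.0% and 42.9% with no filter, and 43.0% and 39.7% with library size as the only scaling. Above 1 were 80 entries in the sham comparison, 66 higher and 14 lower in young sham. The burn comparison also had 80, 62 higher and 18 lower in young burn.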

Mir-1930, mir-29a, mir-29b, and mir-29c were the most down-regulated (fold changes between − 1.7 and − 3.5), while mir-546, mir-3099, and mir-758 were the most up-regulated (fold changes between 3 and 5) in young sham when comparing to adult sham. 

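Mir-1930 (chromosome 10 from 77641224 to 77641307), mir-546 (chromosome 10 from 126998440 to 126998560), mir-3099 (chromosome 7 from 6803587 to 6803670) and mir-758 (chromosome 12 from 109712810 to 109712890) had too few counts to pass the filter. Mir-1930 had 2 counts over the 3 young sham libraries and 17 over the adult sham libraries, a normalized ratio of 0.118 (95% counting interval 0.0132 to 0.496). Mir-546 had 18 counts in young sham, all of them in replicates 1 and 3, and 0 in adult sham. With adult sham set to the limit of 3 counts over the group, it was at least 6.01-fold higher. Mir-3099 had 12 counts against 0, at least 4.00-fold higher, and mir-758 had 11 against 0, at least 3.67-fold higher. After burn, mir-546 had 8, 6 and 0 counts in the adult libraries and 0, 7 and 2 in the young, so it was not higher there. Mir-1930 had 6, 5 and 3 against 2, 7 and 2, which overlap. Mir-3099 (0, 2 and 0 against 8, 10 and 6) and mir-758 (2, 0 and 2 against 10, 11 and 6) were higher in every young burn library. Between the sham groups, DESeq2, which tested these entries, gave log2 fold changes of -3.17 (adjusted p = 0.0489) for mir-1930, 5.10 (adjusted p = 0.0302) for mir-546, 4.42 (adjusted p = 0.0159) for mir-3099 and 4.26 (adjusted p = 0.0167) for mir-758. Such fitted values depend on how the model treats the counts of 0. Among entries that passed the filter, the log2 fold change was -2.11 (standard error 0.11, adjusted p = 1.66e-10) for mir-29a (chromosome 6 from 31062660 to 31062747) and -1.63 (standard error 0.16, adjusted p = 1.15e-07) for mir-29c (chromosome 1 from 195037547 to 195037634). The copies of mir-29b had -1.74 (standard error 0.19, adjusted p = 3.87e-07) and -1.66 (standard error 0.18, adjusted p = 2.40e-07). By the rule for the largest changes, mir-29a and both copies of mir-29b were the lowest called entries in young sham. The highest were mir-665 with 3.34 (standard error 0.44, adjusted p = 4.10e-06), mir-381 with 3.31 (standard error 0.30, adjusted p = 2.84e-08) and mir-431 with 3.20 (standard error 0.28, adjusted p = 2.23e-08).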

Interestingly, only two miRNAs were differentially expressed following burn in both the young and adult mice cohorts at 24 h after injury; Mir-10a showed 0.33 fold downregulation in adult burned compared to adult sham mice, and mir-126a showed 0.30 fold upregulation in the young burn compared to young sham mice. 

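By edgeR, 0 miRNA entries were called between adult burn and adult sham, with 23 at an unadjusted p under 0.05, and 0 between young burn and young sham, with 37. DESeq2 called 1 entry in adult burn, mir-10a, and 0 in young burn. Scaling by library size alone gave 1 and 0, the former a higher entry and not mir-10a. In young burn the count was 1 without young burn replicate 1, which was not mir-126a, and 6 without a filter. Mir-10a (chromosome 11 from 96317165 to 96317274) had 3074 ± 187 CPM (SD, n = 3) in adult burn and 3894 ± 101 CPM (SD, n = 3) in adult sham. Its log2 fold change was -0.34 (standard error 0.10, adjusted p = 0.544) by edgeR and -0.40 (adjusted p = 0.000949) by DESeq2. In young mice it had 2820.4 ± 153 CPM (SD, n = 3) in young burn and 2439 ± 134 CPM (SD, n = 3) in young sham, with a log2 fold change of 0.21 (standard error 0.10, adjusted p = 0.383). The interaction of burn and age in mir-10a was 0.55 (standard error 0.14, adjusted p = 0.195) by edgeR and 0.63 (adjusted p = 3.79e-05) by DESeq2. In that test edgeR called 0 entries, with 36 at an unadjusted p under 0.05, and DESeq2 called 1. Scaling by library size gave 1, and no filter 6. Mir-126a (chromosome 2 from 26591357 to 26591429) had 27239 ± 2601 CPM (SD, n = 3) in young burn and 22521 ± 574 CPM (SD, n = 3) in young sham, with a log2 fold change of 0.27 (standard error 0.11, adjusted p = 0.270) by edgeR and 0.29 (adjusted p = 0.105) by DESeq2. In adult mice its log2 fold change was 0.03 (standard error 0.11, adjusted p = 0.899) by edgeR, and -0.02 (adjusted p = 1.00) by DESeq2. The edgeR value turned to -0.03 without adult burn replicate 1 and -0.01 without adult sham replicate 1, and was slightly negative without adult burn replicate 3.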

All differentially expressed genes and miRNAs are listed in Supplement Table 1A,B.

### Hierarchical clustering of the burn effect on gene expression in adult and young mice after exclusion of basal differences

Since the basal gene expression profile was different between young and adult sham groups, we evaluated the differential effects of burn on the young versus the adult groups using the likelihood ratio test implemented in DESeq2. Therefore, we compared a reduced model with age as a factor to the full model with the age and burn status. We found 415 genes significantly changed as presented in the heat map illustrating the hierarchical clustering (Fig. 2). 

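The burn term was tested here in edgeR's quasi-likelihood model with age and burn against age alone, in the 11 libraries that Fig. 2 shows. Of 11878 protein-coding genes, 258 were called, 180 higher and 78 lower after burn, with 1969 at an unadjusted p under 0.05. An absolute log2 fold change above 1 was found for 40 of them. The likelihood ratio test of DESeq2 called 369 genes in the same libraries, 241 higher and 128 lower. In all 12 libraries edgeR called 85 and DESeq2 336. With another library left out, the edgeR count became 70 without young burn replicate 3, 89 without adult sham replicate 3, 138 without young sham replicate 2, 139 without adult burn replicate 2 and 168 without adult burn replicate 3. This test asks whether burn changed a gene at a given age, and the difference of the burn effect between ages is the separate interaction test.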

A positive log2 fold change with the red pseudo color means the change of the individual gene due to the adult burn is higher than the young burn, and the blue color indicates the opposite. 

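For Myh2, Myh1, Myom3 and Mybpc1, values without young burn replicate 2 come first. Myh2 (ENSMUSG00000033196.17, chromosome 11 from 67171027 to 67197517) had 269 ± 79.7 CPM (SD, n = 3) in adult burn and 778 ± 45.5 CPM (SD, n = 3) in adult sham, a log2 fold change of -1.54 (standard error 0.21, adjusted p = 0.00327). Young burn had 764 ± 18.6 CPM (SD, n = 2), against 499 ± 159 CPM (SD, n = 3) in young sham, a log2 fold change of 0.63 (standard error 0.23, adjusted p = 0.195). Myh1 (ENSMUSG00000056328.14, chromosome 11 from 67200052 to 67224575) had 437 ± 73.6 CPM (SD, n = 3) in adult burn and 960.2 ± 62.1 CPM (SD, n = 3) in adult sham, a log2 fold change of -1.14 (standard error 0.14, adjusted p = 0.00178). Young burn had 982 ± 44.6 CPM (SD, n = 2), against 660.3 ± 114 CPM (SD, n = 3) in young sham, a log2 fold change of 0.58 (standard error 0.15, adjusted p = 0.0894). Myom3 (ENSMUSG00000037139.15, chromosome 4 from 135759715 to 135815564) had 15.0 ± 4.00 CPM (SD, n = 3) in adult burn and 32.2 ± 2.76 CPM (SD, n = 3) in adult sham, a log2 fold change of -1.10 (standard error 0.18, adjusted p = 0.0129). Young burn had 32.5 ± 1.80 CPM (SD, n = 2), against 24.8 ± 5.15 CPM (SD, n = 3) in young sham, a log2 fold change of 0.39 (standard error 0.19, adjusted p = 0.325). Mybpc1 (ENSMUSG00000020061.18, chromosome 10 from 88518279 to 88605152) had 250.1 ± 72.8 CPM (SD, n = 3) in adult burn and 527 ± 39.1 CPM (SD, n = 3) in adult sham, a log2 fold change of -1.08 (standard error 0.19, adjusted p = 0.0186). Young burn had 535 ± 37.7 CPM (SD, n = 2), against 414 ± 107 CPM (SD, n = 3) in young sham, a log2 fold change of 0.38 (standard error 0.21, adjusted p = 0.399). The interaction of burn and age, positive where the change was higher in young mice, was 2.16 for Myh2 (adjusted p = 0.0127), 1.72 for Myh1 (adjusted p = 0.00641), 1.49 for Myom3 (adjusted p = 0.0475) and 1.46 for Mybpc1 (adjusted p = 0.0871). It was called for all of these but Mybpc1, and DESeq2 gave Mybpc1 an adjusted p of 0.000439. With young burn replicate 2 included, none of these genes was called in adult burn by edgeR, with adjusted p of 0.480 for Myh2, 0.296 for Myh1, 0.569 for Myom3 and 0.555 for Mybpc1. The interaction in the 12 libraries was 1.81 for Myh2 (adjusted p = 0.683), 1.49 for Myh1 (adjusted p = 0.683), 1.12 for Myom3 (adjusted p = 0.683) and 1.12 for Mybpc1 (adjusted p = 0.683), and DESeq2 called Myh1 alone of all genes (1.50, adjusted p = 0.0170). With replicate 2, young burn had a mean of 603 ± 279 CPM (SD, n = 3) for Myh2, 844 ± 239.9 CPM (SD, n = 3) for Myh1, 25.2 ± 12.6 CPM (SD, n = 3) for Myom3 and 428 ± 187 CPM (SD, n = 3) for Mybpc1. The log2 fold changes against young sham were then 0.27 for Myh2, 0.35 for Myh1, 0.02 for Myom3 and 0.05 for Mybpc1. The sign of Myom3 and of Mybpc1 turned with some libraries left out, to -0.17 and -0.09 without young burn replicate 1, -0.24 and -0.20 without young burn replicate 3 and -0.13 and -0.15 without young sham replicate 3.

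**Figure D2:**
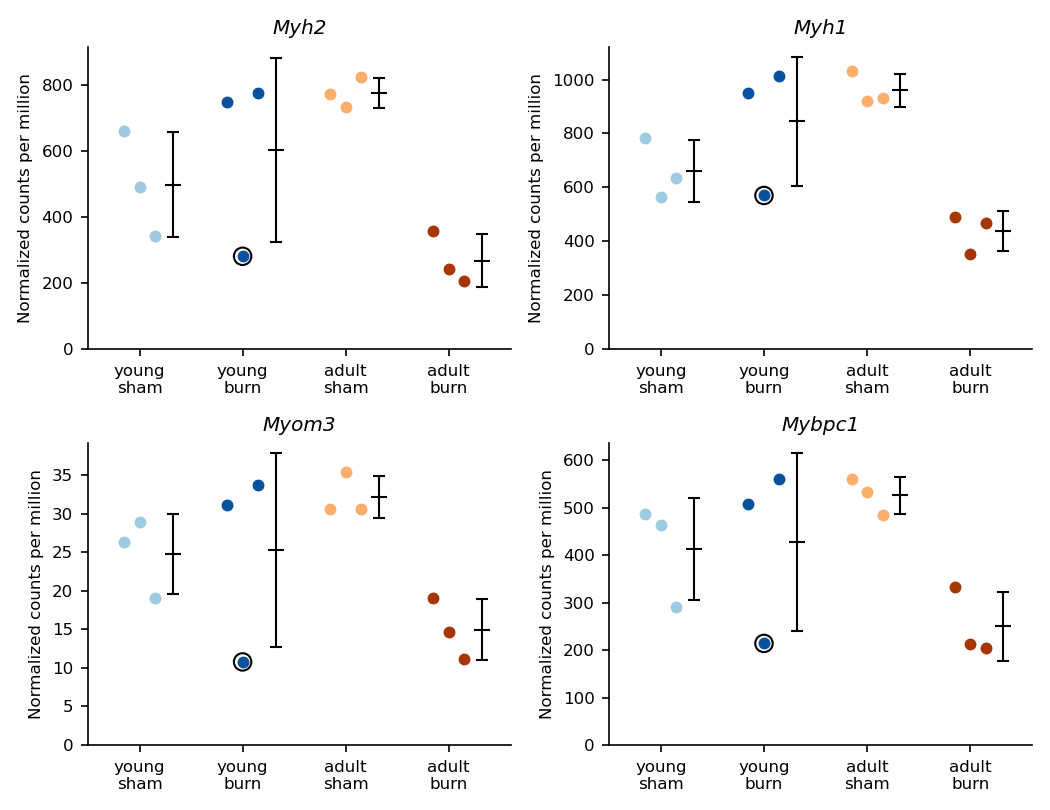
CPM of Myh2, Myh1, Myom3 and Mybpc1 in each of the 12 mRNA libraries (points), with the mean and SD of each group (bars) and young burn replicate 2 ringed. Adult burn lies below adult sham in each panel, as in Myh2 with means of 269 ± 79.7 and 778 ± 45.5.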

Generally, genes expressing muscle-specific protein (*Myh2, Myh1, Myom3, Mybpc1*) were downregulated in adult burn but not in the young burn group. Genes involved in proteolysis (*Rnf115, Ubb*) and metabolic processes (*Gpt2, Pfkfb4*) were relatively upregulated in adult burn animals.

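Rnf115 (ENSMUSG00000028098.13, chromosome 3 from 96727664 to 96791638) had 147 ± 3.54 CPM (SD, n = 3) in adult burn and 105 ± 14.7 CPM (SD, n = 3) in adult sham, a log2 fold change of 0.48 (standard error 0.11, adjusted p = 0.0488). Young burn had 106 ± 9.82 CPM (SD, n = 2), against 133 ± 5.80 CPM (SD, n = 3) in young sham, a log2 fold change of -0.31 (standard error 0.12, adjusted p = 0.228). Gpt2 (ENSMUSG00000031700.11, chromosome 8 from 85492576 to 85527560) had 495 ± 87.9 CPM (SD, n = 3) in adult burn and 331 ± 29.8 CPM (SD, n = 3) in adult sham, a log2 fold change of 0.58 (standard error 0.14, adjusted p = 0.0756). Young burn had 276 ± 12.1 CPM (SD, n = 2), against 334 ± 64.9 CPM (SD, n = 3) in young sham, a log2 fold change of -0.27 (standard error 0.16, adjusted p = 0.448). Pfkfb4 (ENSMUSG00000025648.18, chromosome 9 from 108991778 to 109032228) had 96.1 ± 4.63 CPM (SD, n = 3) in adult burn and 64.2 ± 6.29 CPM (SD, n = 3) in adult sham, a log2 fold change of 0.58 (standard error 0.10, adjusted p = 0.0176). Young burn had 46.5 ± 1.62 CPM (SD, n = 2), against 61.7 ± 5.08 CPM (SD, n = 3) in young sham, a log2 fold change of -0.39 (standard error 0.12, adjusted p = 0.123). These values are without young burn replicate 2. In the interaction test, where a negative value means a lower change in young mice, they gave -0.78 for Rnf115 (adjusted p = 0.0970), -0.84 for Gpt2 (adjusted p = 0.240), -0.97 for Pfkfb4 (adjusted p = 0.0241) and -0.81 for Ubb (adjusted p = 0.186). DESeq2 gave adjusted p of 0.00214 for Rnf115, 0.0294 for Gpt2, 0.000282 for Pfkfb4 and 0.00603 for Ubb, and called Gpt2 in adult burn (0.59, adjusted p = 0.0106). In the 12 libraries, the log2 fold change in adult burn was 0.48 for Rnf115 (adjusted p = 0.720), 0.58 for Gpt2 (adjusted p = 0.555) and 0.58 for Pfkfb4 (adjusted p = 0.748). The interaction over 12 libraries was -0.38 for Rnf115 (adjusted p = 0.800), -0.89 for Gpt2 (adjusted p = 0.683) and -0.26 for Pfkfb4 (adjusted p = 0.913), and that of Pfkfb4 was 0.01 without young burn replicate 1. That of Ubb was -0.00313, and it turned positive without adult sham replicate 3 (0.10), adult burn replicate 2 (0.07), adult burn replicate 3 (0.02), young sham replicate 3 (0.12), young burn replicate 1 (0.27) and young burn replicate 3 (0.29). With replicate 2 the young burn means were 142 ± 61.7 CPM (SD, n = 3) for Rnf115 and 76.8 ± 52.6 CPM (SD, n = 3) for Pfkfb4, and the young burn log2 fold changes took the opposite sign, 0.10 for Rnf115 and 0.32 for Pfkfb4.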

**Figure 2:**
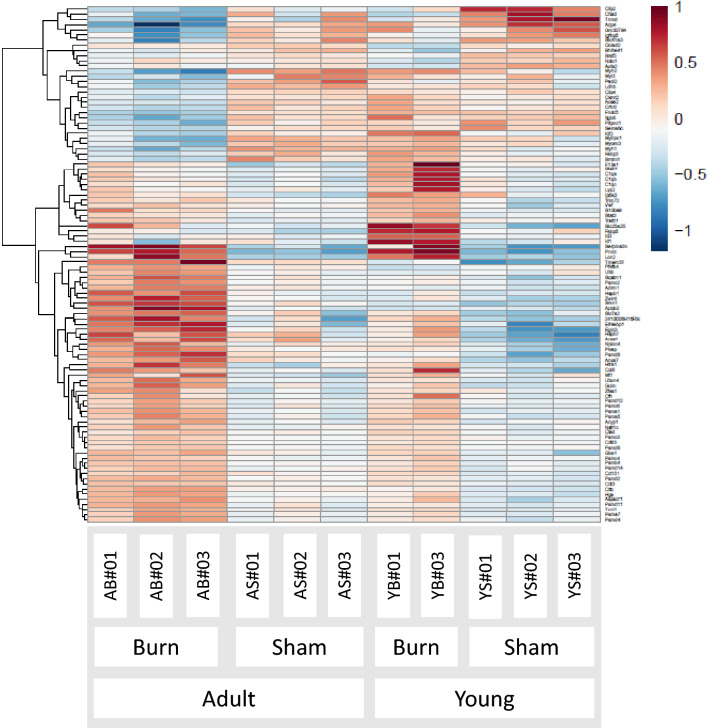
Using analysis of variance, the burn effect difference between young and adult was presented in the clustered heatmap. The heatmap was created with the ‘pheatmap’ R package (Pretty Heatmaps, version: 1.0.12, CRAN) showing the top 100 genes with the largest burn effect differences between the young and adult mice. Four groups were labeled as a young sham (YS), young burn (YB), adult sham (AS), and adult burn (AB). One animal presented as an outlier and thus been excluded in the young burn group. A positive log2 fold change means the change due to the adult burn is higher than the young burn with pseudo red color. The intensity of pseudo colors indicates the degree of an altered gene either upregulated with red color or downregulated with blue color. Two-way ANOVA with a post-hoc test was applied, and significance was accepted at *p* values < 0.05.

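Young burn replicate 2, the library missing from Fig. 2, had a mean correlation across genes of 0.941 with the other libraries of its group, on log2 CPM. The other mRNA libraries had from 0.960 to 0.982. Genes are not independent replicates, so these values describe the libraries and carry no test. In young burn replicate 2, 11 protein-coding genes were more than 4-fold above every other library and 23 were more than 4-fold below, while every other library had at most 1 in each direction. Over 1475 genes called between young sham and adult sham, young burn replicate 2 was nearer young sham for 51.9%. The other young burn libraries were nearer young sham for 75.9% and 68.8%. The miRNA library of the same mouse had a correlation of 0.993 with its group, among a range of 0.989 to 0.993 over the 12 miRNA libraries.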

### GSEA analysis with Hallmark gene sets

Hallmark gene sets are coherently expressed signatures derived by aggregating many MSigDB gene sets to represent well-defined biological states or processes. We analyzed 50 Hallmark gene sets that included 40,071 genes, and found 1,106 differentially expressed genes with 38 overlapped gene sets in young sham compared to adult sham mice. This demonstrates an age effect on the expression of 2.76% of Hallmark gene sets. 21 and 20 gene sets (with 204 and 179 genes each) were affected by the burn in adult and young mice, respectively (Supplemental Table 2A).

Myogenesis, epithelial-mesenchymal transition (EMT), and adipogenesis were the top 3 modified gene sets in young sham mice compared to their adult counterparts. mTORC1 signaling, MYC targets v1, and myogenesis were the top 3 gene-sets affected by burn in the adult mice. Complement, KRAS signaling, and epithelial to mesenchymal transition (EMT) were the top 3 gene sets affected in young mice after burn. The top 25 hallmark gene sets altered in each comparison group with the number of changed genes are listed in Table 2.

**Table 2:** Hallmark gene sets analysis in mouse gastrocnemius between young sham (YS), young burn (YB), adult sham (AS), and adult burn (AB) groups.

Order	Age effect (YS vs. AS)		Burn in adults (AB vs. AS)		Burn in youngs (YB vs. YS)		Burn with age (YB vs. AB)	
	Pathway	N	Pathway	N	Pathway	N	Pathway	N
#01	MYOGENESIS	64	MTORC1_SIGNALING	17	COMPLEMENT	10	MYOGENESIS	74
#02	EPITHELIAL_MESENCHYMAL_TRANSITION	46	MYC_TARGETS_V1	15	KRAS_SIGNALING_UP	10	EPITHELIAL_MESENCHYMAL_TRANSITION	63
#03	ADIPOGENESIS	37	MYOGENESIS	15	EPITHELIAL_MESENCHYMAL_TRANSITION	9	UV_RESPONSE_DN	39
#04	MTORC1_SIGNALING	36	ADIPOGENESIS	12	MTORC1_SIGNALING	9	MYC_TARGETS_V1	45
#05	HYPOXIA	30	REACTIVE_OXYGEN_SPECIES_PATHWAY	6	MYOGENESIS	9	MTORC1_SIGNALING	44
#06	UV_RESPONSE_DN	24	KRAS_SIGNALING_UP	8	COAGULATION	7	ADIPOGENESIS	40
#07	OXIDATIVE_PHOSPHORYLATION	28	P53_PATHWAY	7	APOPTOSIS	7	APICAL_JUNCTION	37
#08	FATTY_ACID_METABOLISM	23	ESTROGEN_RESPONSE_EARLY	6	ADIPOGENESIS	7	HYPOXIA	37
#09	GLYCOLYSIS	25	ESTROGEN_RESPONSE_LATE	6	GLYCOLYSIS	7	UNFOLDED_PROTEIN_RESPONSE	27
#10	APICAL_JUNCTION	23	UV_RESPONSE_UP	5	INTERFERON_GAMMA_RESPONSE	7	COMPLEMENT	36
#11	P53_PATHWAY	23	APOPTOSIS	5	MYC_TARGETS_V1	7	ESTROGEN_RESPONSE_LATE	35
#12	MITOTIC_SPINDLE	22	ANDROGEN_RESPONSE	4	UV_RESPONSE_UP	6	INTERFERON_ALPHA_RESPONSE	24
#13	ESTROGEN_RESPONSE_EARLY	21	BILE_ACID_METABOLISM	4	HYPOXIA	6	MITOTIC_SPINDLE	34
#14	HEME_METABOLISM	21	GLYCOLYSIS [200]	5	ALLOGRAFT_REJECTION	5	KRAS_SIGNALING_UP	34
#15	UNFOLDED_PROTEIN_RESPONSE	15	OXIDATIVE_PHOSPHORYLATION	5	APICAL_JUNCTION	5	P53_PATHWAY	34
#16	TNFA_SIGNALING_VIA_NFKB	20	PEROXISOME	3	TNFA_SIGNALING_VIA_NFKB	5	ESTROGEN_RESPONSE_EARLY	33
#17	UV_RESPONSE_UP	17	HYPOXIA	4	FATTY_ACID_METABOLISM	4	TNFA_SIGNALING_VIA_NFKB	33
#18	G2M_CHECKPOINT	19	INTERFERON_GAMMA_RESPONSE	4	INTERFERON_ALPHA_RESPONSE	3	GLYCOLYSIS	32
#19	XENOBIOTIC_METABOLISM	19	TNFA_SIGNALING_VIA_NFKB	4	INFLAMMATORY_RESPONSE	4	HEME_METABOLISM	32
#20	APOPTOSIS	15	XENOBIOTIC_METABOLISM	4	P53_PATHWAY	4	INTERFERON_GAMMA_RESPONSE	32
#21	MYC_TARGETS_V1	17	UNFOLDED_PROTEIN_RESPONSE	3			ANDROGEN_RESPONSE	22
#22	REACTIVE_OXYGEN_SPECIES_PATHWWAY	8					UV_RESPONSE_UP	28
#23	ANDROGEN_RESPONSE	11					APOPTOSIS	28
#24	IL2_STAT5_SIGNALING	16					MYC_TARGETS_V2	16
#25	PEROXISOME [104]	11					IL2_STAT5_SIGNALING	30
#26	ESTROGEN_RESPONSE_LATE	16					G2M_CHECKPOINT	30
#27	PI3K_AKT_MTOR_SIGNALING	11					XENOBIOTIC_METABOLISM	30
#28	MYC_TARGETS_V2	8					COAGULATION	24
#29	BILE_ACID_METABOLISM	11					OXIDATIVE_PHOSPHORYLATION	29
#30	KRAS_SIGNALING_UP	15					FATTY_ACID_METABOLISM	25
#31	TGF_BETA_SIGNALING	7					E2F_TARGETS	27
#32	PROTEIN_SECRETION	9					INFLAMMATORY_RESPONSE	27
#33	COMPLEMENT	13					TGF_BETA_SIGNALING	13
#34	KRAS_SIGNALING_DN	13					CHOLESTEROL_HOMEOSTASIS	15
#35	COAGULATION	10					PROTEIN_SECRETION	17
#36	NOTCH_SIGNALING	4					BILE_ACID_METABOLISM	18
#37	CHOLESTEROL_HOMEOSTASIS	6					PI3K_AKT_MTOR_SIGNALING	17
#38	ANGIOGENESIS	4					PEROXISOME	16
#39							REACTIVE_OXYGEN_SPECIES_PATHWAY	10
#40							ANGIOGENESIS	8
#41							ALLOGRAFT_REJECTION	21
#42							DNA_REPAIR	17
#43							IL6_JAK_STAT3_SIGNALING	11
#44							APICAL_SURFACE	7
#45							HEDGEHOG_SIGNALING	6

Hallmark gene sets summarize 50 specific well-defined biological processes, which were generated by a computational methodology based on identifying overlaps between gene sets in other MSigDB collections and retaining genes that display coordinate expression.

N, The number of altered genes.

### Canonical Wiki-Pathways

Canonical Pathways gene sets analysis is derived from the WikiPathways pathway database. Using the WikiPathways database, we identified over 100 out of 587 overlapping gene sets in young sham compared to adult sham mice. Only 24 and 15 overlapping gene sets were identified when comparing adult burn and young burn mice to their sham counterparts, respectively (Supplemental Table 2B). VEGFA-VEGFR2, focal adhesion, and nuclear receptors meta-pathways were the top 3 altered gene sets when analyzing age effect by comparing young to adult sham animals. Proteasome degradation, parkin-ubiquitin-proteasomal system, and nuclear receptors meta-pathways are the top 3 gene sets altered by the burn in the adult burn while the proteasome degradation, focal adhesion, and PI3K-AKT pathways are the top 3 affected by burn in young animals. These data confirm the role of the ubiquitin–proteasome pathway in regulating the rapid muscle proteolysis starting at the 24–48 h ebb phase after burn. 

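The pathway collections of the paper were not used here. A list of the 41 genes for subunits of the proteasome, written by hand after the fold changes of Supplement Table 1 had been seen, was tested in their place, so its result is not independent evidence. The test was camera of limma with a preset correlation of 0.01 between genes, two-sided, with an adjusted p over all lists and comparisons. All 41 genes passed the filter. In adult burn against adult sham, the list had a median log2 fold change of 0.39 in the 11 libraries, with 37 genes higher and 4 lower (adjusted p = 1.75e-30 by camera, 0.00144 by fry and 0.0368 with the correlation estimated). Of its genes, 15 were called over all genes tested and 32 when adjusted over the list alone. In young burn against young sham, the median was 0.31, with 38 genes higher and 3 lower (adjusted p = 2.93e-14 by camera, 0.00622 by fry and 0.111 with the correlation estimated). Here 2 were called over all genes and 26 when adjusted over the list alone. The 12 libraries gave a median of 0.39 in adult burn (adjusted p = 1.76e-16 by camera, 0.191 by fry and 0.269 with the correlation estimated) and 0.57 in young burn (adjusted p = 4.65e-16 by camera, 0.0986 by fry and 0.269 with the correlation estimated). In the 12 libraries 0 of the genes were called in either age over all genes by edgeR, and 0 in adult burn and 31 in young burn when adjusted over the list alone. Among the alternatives for these lists, estimating the correlation moved the adjusted p in adult burn most, and the camera calls of the proteasome list in the 12 libraries did not hold under fry or the estimated correlation in either age. They held under fry in both ages and under the estimated correlation in adult burn when young burn replicate 2 was left out. The paper names proteasome degradation among the top gene sets altered by burn in both ages, and from this it concludes that the ubiquitin–proteasome pathway regulates the rapid muscle proteolysis that starts in the ebb phase after burn.

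**Figure D3:**
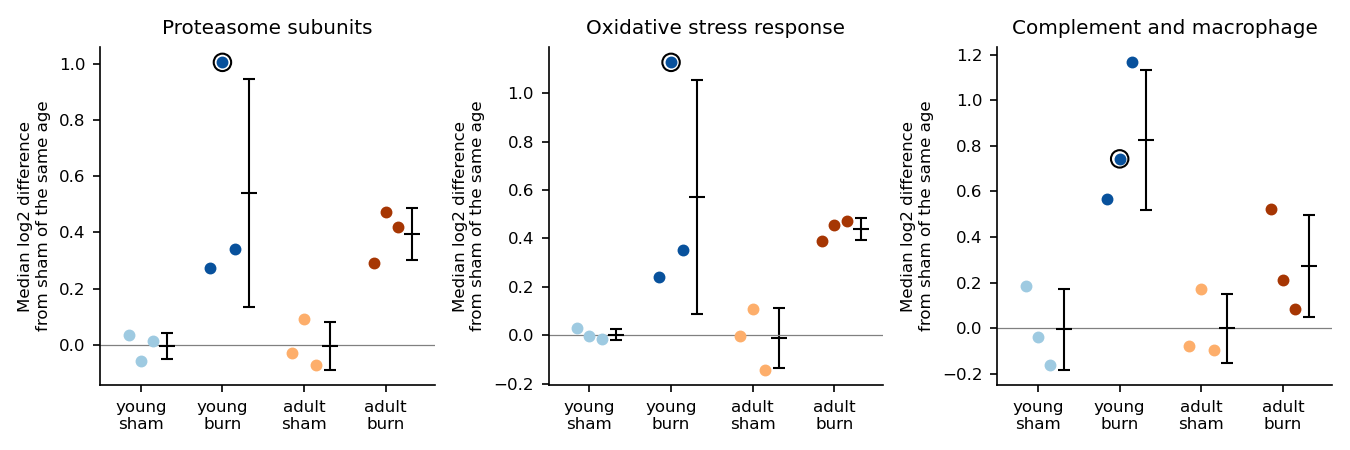
Median log2 difference of the proteasome list, the oxidative stress list and the complement and macrophage list from the mean of sham mice of the same age, for each of the 12 mRNA libraries (points), with young burn replicate 2 ringed. For the proteasome list the median log2 fold change of adult burn against adult sham is 0.39, and that of young burn against young sham 0.57 with and 0.31 without young burn replicate 2.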

The top 25 canonical pathways gene sets with the number of genes altered in each pathway are listed in Table 3.

**Table 3:** Wiki gene sets analysis in mouse gastrocnemius between young sham (YS), young burn (YB), adult sham (AS), and adult burn (AB) groups. N: the number of altered genes.

Order	Age effect (YS vs. AS)		Burn in adults (AB vs. AS)		Burn in youngs (YB vs. YS)		Burn with age (YB vs. AB)	
	Pathway	N	Pathway	N	Pathway	N	Pathway	N
#01	VEGFAVEGFR2_SIGNALING	64	PROTEASOME_DEGRADATION	26	PROTEASOME_DEGRADATION	10	VEGFAVEGFR2_SIGNALING	89
#02	FOCAL_ADHESIONPI3KAKTMTOR	38	PARKINUBIQUITIN_PROTEASOMAL_SYSTEM	18	PARKINUBIQUITIN_PROTEASOMAL_SYSTEM	6	FOCAL_ADHESION_PI3K_AKT_MTOR	58
#03	FOCAL_ADHESION	28	NUCLEAR_RECEPTORS_METAPATHWAY	12	MICROGLIA_PATHOGEN_PHAGOCYTOSIS	5	MYOMETRIAL_RELAXATION_AND_CONTRACTION	40
#04	ADIPOGENESIS	22	SELENIUM_MICRONUTRIENT_NETWORK	6	COMPLEMENT_AND_COAGULATION_CASCADE	5	FOCAL_ADHESION [202]	43
#05	INSULIN_SIGNALING	23	ONE_CARBON_METABOLISM	5	STRIATED_MUSCLE_CONTRACTION_PATHWAY	4	IL18_SIGNALING_PATHWAY	50
#06	NUCLEAR_RECEPTORS_METAPATHWAY	32	EXTRACELLULAR_VESICLES_IN_THE_CROSSTALK_OF_CARDIAC_CELLS	4	PATHWAYS_IN_CLEAR_CELL_RENAL_CELL_CARCINOMA	5	INSULIN_SIGNALING	35
#07	NONALCOHOLIC_FATTY_LIVER_DISEASE	22	VEGFAVEGFR2_SIGNALING	11	FOCAL_ADHESION_PI3K_AKT_MTOR	8	STRIATED_MUSCLE_CONTRACTION	17
#08	ANGIOPOIETIN_LIKE_PROTEIN_8_REGULATLATORY_PATHWAY	20	MYOMETRIAL_RELAXATION_AND_CONTRACTION	7	COMPLEMENT_ACTIVATION	3	PI3K_AKT_SIGNALING_PATHWAY	50
#09	IL18_SIGNALING	29	FACTORS_AND_PATHWAYS_AFFECTING_INSULINLIKE_GROWTH_FACTOR_IGF1AKT	4	PI3KAKT_SIGNALING	8	SENESCENCE_AND_AUTOPHAGY_IN_CANCER	26
#10	MAPK_SIGNALING_PATHWAY	27	NRF2_PATHWAY	6	TYROBP_CAUSAL_NETWORK	4	ANGIOPOIETIN_LIKE_PROTEIN_8_REGULATORY	28
#11	PI3KAKT_SIGNALING_PATHWAY	31	AMINO_ACID_METABOLISM	5	FOCAL_ADHESION	6	EGFEGFR_SIGNALING_PATHWAY [163]	31
#12	TYPE_I_COLLAGEN_SYNTHESIS_IN_THE_CONTEXT_OF_OSTEOGENESIS_IMPERFECTA	10	CILIARY_LANDSCAPE	7	CILIARY_LANDSCAPE	6	MAPK_SIGNALING_PATHWAY	39
#13	MYOMETRIAL_RELAXATION_AND_CONTRACTION	20	EGFEGFR_SIGNALING_PATHWAY	6	MACROPHAGE_MARKERS	2	MIRNA_TARGETS_IN_ECM_AND_MEMBRANE_RECEPTORS	16
#14	EGFEGFR_SIGNALING_PATHWAY [163]	19	INTRACELLULAR_TRAFFICKING_PROTEINS_INVOLVED_IN_CMT_NEUROPATHY	3	GLYCOGEN_SYNTHESIS_AND_DEGRADATION	3	ADIPOGENESIS	27
#15	MIRNA_TARGETS_IN_ECM_AND_MEMBRANE_RECEPTORS	10	ADIPOGENESIS	5	OXIDATIVE_DAMAGE	3	CIRCADIAN_RHYTHM_RELATED_GENES	33
#16	SENESCENCE_AND_AUTOPHAGY_IN_CANCER	15	FOCAL_ADHESION [	6			EBOLA_VIRUS_PATHWAY_ON_HOST	25
#17	AMPACTIVATED_PROTEIN_KINASE_AMPK	12	TYPE_I_COLLAGEN_SYNTHESIS_IN_THE_CONTEXT_OF_OSTEOGENESIS_IMPERFECTA	3			TGFBETA_SIGNALING_PATHWAY	25
#18	SMALL_CELL_LUNG_CANCER	14	FATTY_ACID_BETA_OXIDATION	3			EPITHELIAL_TO_MESENCHYMAL_TRANSITION_IN_COLORECTAL_CANCER	27
#19	CALCIUM_REGULATION_IN_THE_CARDIAC_CELL	17	OXIDATIVE_STRESS	3			HEPATITIS_B_INFECTION	26
#20	AMINO_ACID_METABOLISM	13	STRIATED_MUSCLE_CONTRACTION	3			CHEMOKINE_SIGNALING_PATHWAY	27
#21	GLYCOLYSIS_AND_GLUCONEOGENESIS	9	FOCAL_ADHESION_PI3K_AKT_MTOR	7			APOPTOSISRELATED_NETWORK_DUE_TO_ALTERED_NOTCH3_IN_OVARIAN_CANCER	15
#22	PROLACTIN_SIGNALING	11	RENIN_ANGIOTENSIN_ALDOSTERONE_SYSTEM_RAAS	3			NONGENOMIC_ACTIONS_OF_125_DIHYDROXYVITAMIN_D3	17
#23	STRIATED_MUSCLE_CONTRACTION	8	ENDOPLASMIC_RETICULUM_STRESS_RESPONSE_IN_CORONAVIRUS_INFECTION	3			EXERCISEINDUCED_CIRCADIAN_REGULATION	14
#24	SEROTONIN_RECEPTOR_2_AND_ELKSRFGATA4	6	TRANSCRIPTIONAL_CASCADE_REGULATING_ADIPOGENESIS	2			RAS_SIGNALING [185]	28
#25	NRF2_PATHWAY	15					CALCIUM_REGULATION_IN_THE_CARDIAC_CELL	25
#26	PATHWAYS_AFFECTED_IN_ADENOID_CYSTIC_CARCINOMA	10					NUCLEAR_RECEPTORS_METAPATHWAY	39
#27	PPAR_SIGNALING	10					PATHWAYS_IN_CLEAR_CELL_RENAL_CELL_CARCINOMA	18
#28	TRANSCRIPTION_FACTOR_REGULATION_IN_ADIPOGENESIS	6					GLYCOGEN_SYNTHESIS_AND_DEGRADATION [40]	12
#29	MET_IN_TYPE_1_PAPILLARY_RENAL_CELL_CARCINOMA	9					BRAINDERIVED_NEUROTROPHIC_FACTOR_BDNF_SIGNALING_PATHWAY	23
#30	FATTY_ACID_BETA_OXIDATION	7					GASTRIN_SIGNALING_PATHWAY	20
#31	FRAGILE_X_SYNDROME	13					CILIARY_LANDSCAPE	29
#32	INSULIN_SIGNALLING_IN_HUMAN_ADIPOaCYTES_DIABETIC_CONDITION	4					AMPACTIVATED_PROTEIN_KINASE_AMPK	15
#33	INSULIN_SIGNALLING_IN_HUMAN_ADIPOCYTES_NORMAL_CONDITION	4					REGULATION_OF_ACTIN_CYTOSKELETON	23
#34	ENDOPLASMIC_RETICULUM_STRESS_RESPONSE_IN_CORONAVIRUS_INFECTION	8					SMALL_CELL_LUNG_CANCER	18
#35	ARRHYTHMOGENIC_RIGHT_VENTRICULAR_CARDIOMYOPATHY	10					FRAGILE_X_SYNDROME	20
#36	LEPTIN_SIGNALING_PATHWAY	10					NONSMALL_CELL_LUNG_CANCER	15
#37	BRAINDERIVED_NEUROTROPHIC_FACT	14					PATHOGENIC_ESCHERICHIA_COLI_INFECTION	13
#38	CIRCADIAN_RHYTHM_RELATED_GENES	17					SIGNALING_PATHWAYS_IN_GLIOBLASTOMA	16
#39	MITOCHONDRIAL_LCFATTY_ACID_BETAOXIDATION [17]	5					ENDOCHONDRAL_OSSIFICATION	14
#40	REGULATION_OF_ACTIN_CYTOSKELETON	14					ENDOCHONDRAL_OSSIFICATION_WITH_SKELETAL_DYSPLASIAS	14
#41	GASTRIN_SIGNALING_PATHWAY	12					CARDIAC_HYPERTROPHIC_RESPONSE	13
#42	NETRINUNC5B_SIGNALING	8					TYPE_I_COLLAGEN_SYNTHESIS_IN_THE_CONTEXT_OF_OSTEOGENESIS_IMPERFECTA	10
#43	G13_SIGNALING	7					G_PROTEIN_SIGNALING_PATHWAYS	17
#44	INTERFERON_TYPE_I_SIGNALING	8					THERMOGENESIS	18
#45	GENES_TARGETED_BY_MIRNAS_IN_ADIPOCYTES	5					TNF_RELATED_WEAK_INDUCER_OF_APOPTOSIS_TWEAK_SIGNALING_PATHWAY	11
#46	TNF_RELATED_WEAK_INDUCER_OF_APOPTOSIS_TWEAK_SIGNALING	7					RAC1PAK1P38MMP2_PATHWAY	14
#47	PATHWAYS_IN_CLEAR_CELL_RENAL_CELL_CARCINOMA	10					CELL_CYCLE	19
#48	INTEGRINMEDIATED_CELL_ADHESION	11					TRANSLATION_FACTORS	12
#49	ELECTRON_TRANSPORT_CHAIN_OXPHOS_SYSTEM_IN_MITOCHONDRIA	11					WNT_SIGNALING_PATHWAY_NETPATH	12
#50	STEROL_REGULATORY_ELEMENTBINDING_PROTEINS_SREBP	9					PDGFRBETA_PATHWAY	9

### miRNA target prediction gene sets

To determine the interaction of miRNA and gene expression, we chose all miRNA target prediction gene sets from the combined superset of both the online database for miRNA target prediction and functional annotations (miRDB) and legacy sets in Gene Set Enrichment Analysis (GESA). Over 100 of 2,598 miRNAs were altered in the young sham compared to their adult counterparts (Supplemental Table 2C). Similar to mRNA data, a smaller number of miRNA were affected by burn; 30 and 14 miRNAs were identified in adult and young burned animals, respectively (Table 4). MIR-12316, MIR153-5P, and MIR8485 are the top 3 miRNAs related to the number of mRNAs differing in adult sham animals compared to the young ones. MIR124-3P, MIR506-3P, and MIR520D-5P are the top 3 miRNAs related to genes affected by burn in adult animals. MIR6867-5P, MIR3658, and MIR124-3P are the top 3 miRNAs regulating mRNA altered by the burn in young animals. These data confirm the specificity of miRNAs in regulating a large number of genes in response to both age and injury. All miRNA target prediction gene sets are listed in Table 4.

**Table 4:** miRNA interactions analysis in mouse gastrocnemius between young sham (YS), young burn (YB), adult sham (AS), and adult burn (AB) groups.

Order	Age effect (YS vs. AS)		Burn in adults (AB vs. AS)		Burn in youngs (YB vs. YS)		Burn with age (YB vs. AB)	
	miRNAs	N	miRNAs	N	miRNAs	N	miRNAs	N
#01	MIR12136	90	MIR124_3P	15	MIR6867_5P	15	MIR12136	137
#02	MIR153_5P	83	MIR506_3P	15	MIR3658	13	MIR524_5P	131
#03	MIR8485	79	MIR520D_5P	15	MIR124_3P	12	MIR520D_5P	130
#04	MIR548AJ_3P_MIR548X_3P	76	MIR524_5P	15	MIR506_3P	12	MIR153_5P	130
#05	MIR651_3P	75	MIR607	14	AATGTGA_MIR23A_MIR23B	10	MIR8485	129
#06	MIR3658	74	TGCTGCT_MIR15A_MIR16_MIR15B_MIR195_MIR424_MIR497	13	MIR589_3P	8	MIR548AJ_3P_MIR548X_3P	118
#07	MIR524_5P	74	GTGCCTT_MIR506	13	MIR16_2_3P	7	MIR3662	118
#08	MIR335_3P	72	MIR26A_5P	12	MIR195_3P	7	MIR548E_5P	113
#09	MIR1277_5P	72	MIR26B_5P	12	MIR3934_3P	6	MIR506_3P	113
#10	MIR548AH_3P_MIR548AM_3P	69	MIR1297	12	MIR6509_5P	5	MIR124_3P	112
#11	MIR19A_3P	68	MIR95_5P	12	MIR7155_5P	5	MIR335_3P	109
#12	MIR19B_3P	68	MIR4465	12	MIR323A_5P	4	MIR19B_3P	108
#13	MIR548J_3P	68	MIR4698	11	MIR6876_3P	4	GTGCCTT_MIR506	108
#14	MIR548AE_3P_MIR548AQ_3P	68	MIR7_2_3P	11	MIR626	4	MIR19A_3P	108
#15	MIR570_3P	67	MIR7_1_3P	11			MIR3658	107
#16	TGCTGCT_MIR15A_MIR16_MIR15B_MIR195_MIR424_MIR497	66	MIR7106_5P	10			MIR570_3P	106
#17	MIR1297	66	TACTTGA_MIR26A_MIR26B	9			MIR651_3P	106
#18	MIR4698	65	TCATCTC_MIR143	7			MIR95_5P	104
#19	MIR548E_5P	65	MIR1249_5P	7			LET_7A_3P	103
#20	MIR95_5P	64	MIR6797_5P	7			LET_7B_3P	102
#21	GTGCCTT_MIR506	64	AAGCAAT_MIR137	7			LET_7F_1_3P	102
#22	TTTGCAC_MIR19A_MIR19B	61	ATGTTAA_MIR302C	7			MIR98_3P	102
#23	TGGTGCT_MIR29A_MIR29B_MIR29C	61	MIR646	7			MIR548AH_3P_MIR548AM_3P	102
#24	MIR27A_3P_MIR27B_3P	61	MIR5787	7			MIR548J_3P	102
#25	MIR9985	61	MIR4505	7			MIR548AE_3P_MIR548AQ_3P	102
#26	MIR1468_3P	61	GCAAAAA_MIR129	6			MIR4659A_3P_MIR4659B_3P	100
#27	TGCCTTA_MIR124A	60	MIR623	5			MIR1297	97
#28	MIR144_3P	59	MIR449B_3P	5			MIR10527_5P	95
#29	LET_7C_3P	59	MIR143_5P	5			MIR1468_3P	95
#30	MIR23C [594]	59	MIR1224_3P	4			TGGTGCT_MIR29A_MIR29B_MIR29C	93
#31	MIR182_5P	58					MIR548AC	89
#32	MIR23A_3P_MIR23B_3P	58					MIR548H_3P_MIR548Z	89
#33	MIR15B_5P	56					MIR9985	88
#34	MIR16_5P	56					TTTGCAC_MIR19A_MIR19B	87
#35	MIR195_5P	56					MIR182_5P	87
#36	MIR15A_5P	56					MIR23A_3P_MIR23B_3P	87
#37	MIR10527_5P	56					MIR23C	87
#38	AATGTGA_MIR23A_MIR23B	55					MIR548BB_3P	87
#39	MIR29A_3P	55					MIR548D_3P	87
#40	MIR29B_3P_MIR29C_3P[434]	55					MIR27A_3P_MIR27B_3P	87
#41	MIR137_3P	55					MIR4666A_3P	86
#42	ACCAAAG_MIR9	54					TGCCTTA_MIR124A	84
#43	MIR3133	53					MIR4728_5P	84
#44	CAGTATT_MIR200B_MIR200C_MIR429	52					MIR29A_3P	81
#45	ACTGTGA_MIR27A_MIR27B	52					MIR29B_3P_MIR29C_3P	81
#46	TGAATGT_MIR181A_MIR181B_MIR181C_MIR181D	52					MIR9_5P	79
#47	MIR497_5P	52					MIR6785_5P	79
#48	MIR9_5P	51					TGAATGT_MIR181A_MIR181B_MIR181C_MIR181D	77
#49	CCTGCTG_MIR214	39					MIR144_3P	77
#50	MIR5682	34					MIR101_3P	74

Gene sets containing high-confidence gene-level predictions of mouse miRNA targets as catalogued by miRDB v6.0 algorithm^18^.

N, The number of altered genes.

## Discussion

This study investigates the acute response of muscle-specific transcriptome to severe scald burn in a mouse model, and further deciphers potential interactions between miRNA and mRNA expression profiles. To assess transcriptomic differences between pediatric/adolescent and adult subjects, we chose to compare young (5-week-old) and adult (11-week-old) mice. We described the characteristic profiles of mRNA and miRNA expression in both young and adult mice and their changes in response to injury using an NGS analysis. These changes affected less than 1% genes and 0.05% miRNA covered by the 21,859 mouse GRCm38 genome library and 2202 miRNA database respectively, suggesting that miRNA possesses wide substrate specificity when regulating genes pathways involved in muscle homeostasis regardless of age.

GESA analysis confirmed gene pathways that are differentially expressed in response to both age and burn. We used two different sets of GSEA to identify the pattern of gene pathways in response to age, and burn and found compatible data. We also sorted DEGs by either up-regulated or down-regulated and further clarified the activities of biological processing and signal pathway. BPs including skeletal system development and regulation of cell differentiation were activated in young mice compared to adult. Apoptotic process and regulation of cell death were activated in adult burn (comparing to adult sham), while interestingly, inflammatory and immune responses were activated in young burn (comparing to young sham) (Supplemental Table 3A). The results of WikiPathway analysis were also specified (Supplemental Table 3B) Focal adhesion was activated and oxidative stress pathway was deactivated in young sham when comparing adult sham. 

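The focal adhesion pathway itself was not tested here. A list of 20 genes of the collagen matrix was tested beside it, which covers matrix genes only. Oxidative stress was examined through a list of 20 genes of the oxidative stress response. Both lists were written by hand after the fold changes of Supplement Table 1 had been seen. The collagen list had a median log2 fold change of 0.89 in young sham against adult sham in the 11 libraries, with 20 genes higher and 0 lower (adjusted p = 2.97e-23 by camera, 0.00740 by fry and 0.111 with the correlation estimated). Of these genes, 14 were called over all genes and 16 when adjusted over the list alone. The 12 libraries gave a median of 0.90 (adjusted p = 1.38e-22 by camera, 0.00761 by fry and 0.121 with the correlation estimated), with 10 called over all genes. Col1a1 (ENSMUSG00000001506.10, chromosome 11 from 94936224 to 94953042) had 1749 ± 323 CPM (SD, n = 3) in young sham and 375 ± 112 CPM (SD, n = 3) in adult sham, a log2 fold change of 2.21 (standard error 0.22, adjusted p = 5.04e-05), and 2.22 (standard error 0.25, adjusted p = 0.000877) over 12 libraries. The oxidative stress list had a median of -0.17 in the 11 libraries, with 6 genes higher and 14 lower in young sham (adjusted p = 0.00600 by camera, 0.0320 by fry and 0.254 with the correlation estimated). Of these, 5 were called over all genes and 6 when adjusted over the list alone. Across the 12 libraries the median was -0.16 (adjusted p = 0.0658 by camera, 0.521 by fry and 0.738 with the correlation estimated). Nqo1 (ENSMUSG00000003849.8, chromosome 8 from 107388225 to 107403206) had 20.5 ± 4.67 CPM (SD, n = 3) in young sham and 42.5 ± 7.34 CPM (SD, n = 3) in adult sham, a log2 fold change of -1.06 (standard error 0.17, adjusted p = 0.00154) in the 11 libraries. In the 12 it was -1.05 (standard error 0.21, adjusted p = 0.0158), and the adjusted p became 0.0863 without adult sham replicate 2, 0.0750 without young sham replicate 2 and 0.0928 without young sham replicate 3.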

Proteasome degradation was activated in both young and adult following injury. 

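The proteasome genes with the smallest p in each age over all 12 libraries were looked up. In adult burn they were Adrm1, Psmc2 and Psmd7. Adrm1 (ENSMUSG00000039041.15, chromosome 2 from 180171485 to 180176286) had 135 ± 15.2 CPM (SD, n = 3) in adult burn and 86.2 ± 7.18 CPM (SD, n = 3) in adult sham, and its log2 fold change was 0.64 (adjusted p = 0.0184) in the 11 libraries and 0.65 (adjusted p = 0.603) in the 12. Psmc2 (ENSMUSG00000028932.8, chromosome 5 from 21785283 to 21803787) had 281 ± 39.9 CPM (SD, n = 3) against 182 ± 11.3 CPM (SD, n = 3), and 0.62 (adjusted p = 0.0186) in the 11 libraries and 0.63 (adjusted p = 0.582) in the 12. For Psmd7 the log2 fold change was 0.44 (adjusted p = 0.0944) in the 11 libraries and 0.45 (adjusted p = 0.603) in the 12. In young burn they were Psma1, Psma5 and Psmd14. Without young burn replicate 2, Psma1 (ENSMUSG00000030751.18, chromosome 7 from 114264606 to 114276118) had 213 ± 18.1 CPM (SD, n = 2) in young burn and 141 ± 8.13 CPM (SD, n = 3) in young sham, and Psma5 (ENSMUSG00000068749.9, chromosome 3 from 108256926 to 108279974) had 148 ± 16.2 CPM (SD, n = 2) and 91.0 ± 11.1 CPM (SD, n = 3). The log2 fold change was 0.61 (adjusted p = 0.0395) in the 11 libraries and 1.07 (adjusted p = 0.0686) in the 12 for Psma1, and 0.72 (adjusted p = 0.0447) in the 11 libraries and 1.22 (adjusted p = 0.0686) in the 12 for Psma5. For Psmd14 it was 0.51 (adjusted p = 0.0552) in the 11 libraries and 0.78 (adjusted p = 0.0686) in the 12. Without young burn replicate 1, the adjusted p from the 12 libraries was 0.0175 for Psma1, 0.0175 for Psma5 and 0.0199 for Psmd14. The interaction of burn and age had a median of -0.07 over the proteasome list in the 11 libraries (adjusted p = 0.0427 by camera, 0.392 by fry), where a negative value means a lower change in young mice. In the 12 it had the opposite sign, 0.16 (adjusted p = 0.0260 by camera, 0.636 by fry). The adjusted p of this interaction covers only the proteasome, oxidative stress, and complement and macrophage lists, and not all lists and comparisons.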

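In adult burn against adult sham, the list of the oxidative stress response had a median log2 fold change of 0.45 in the 11 libraries, with 19 genes higher and 1 lower (adjusted p = 3.35e-17 by camera, 0.00134 by fry and 0.00962 with the correlation estimated). Called were 5 genes over all genes and 13 when adjusted over the list alone. In young burn against young sham the median was 0.31, with 17 higher and 3 lower (adjusted p = 7.45e-05 by camera, 0.0242 by fry and 0.111 with the correlation estimated). Here 0 genes were called over all genes and 6 when adjusted over the list alone. All 12 libraries gave a median of 0.45 in adult burn (adjusted p = 5.13e-08 by camera, 0.191 by fry and 0.243 with the correlation estimated) and 0.68 in young burn (adjusted p = 8.58e-07 by camera, 0.177 by fry and 0.269 with the correlation estimated). Complement and macrophage markers were examined through a list of 24 genes, 22 of them tested, written like the others after Supplement Table 1 had been seen. Its median was 0.86 in young burn in the 11 libraries, with 21 higher and 1 lower (adjusted p = 6.38e-19 by camera, 0.0344 by fry and 0.111 with the correlation estimated). Of these genes 4 were called over all genes and 16 when adjusted over the list alone. In adult burn its median was 0.35, with 16 higher and 6 lower (adjusted p = 0.00138 by camera, 0.399 by fry and 0.561 with the correlation estimated), and without adult burn replicate 1 the median over the 12 libraries was 0.15 (adjusted p = 0.218 by camera). Over all 12 libraries the young burn median was 0.83 (adjusted p = 1.27e-15 by camera, 0.0338 by fry and 0.198 with the correlation estimated). The difference between ages was tested as an interaction of burn and age, positive where the change was higher in young mice. Its adjusted p covers only the proteasome, oxidative stress, and complement and macrophage lists. In the 11 libraries it had a median of -0.14 for oxidative stress (adjusted p = 0.0153 by camera, 0.183 by fry) and 0.55 for complement and macrophage genes (adjusted p = 1.23e-06 by camera, 0.183 by fry). In the 12 libraries it was 0.24 for oxidative stress (adjusted p = 0.202 by camera, 0.636 by fry), with the opposite sign, and 0.47 for complement and macrophage genes (adjusted p = 2.66e-07 by camera, 0.313 by fry). Mt1 (ENSMUSG00000031765.8, chromosome 8 from 94179082 to 94180327) had 53.6 ± 15.2 CPM (SD, n = 3) in adult burn and 24.4 ± 4.22 CPM (SD, n = 3) in adult sham, and its log2 fold change was 1.13 (adjusted p = 0.0184) in the 11 libraries and 1.13 (adjusted p = 0.603) in the 12. C1qa (ENSMUSG00000036887.5, chromosome 4 from 136895917 to 136898803) had 107 ± 30.4 CPM (SD, n = 2) in young burn without replicate 2 and 45.6 ± 5.11 CPM (SD, n = 3) in young sham, and its log2 fold change was 1.24 (adjusted p = 0.00898) in the 11 libraries and 1.08 (adjusted p = 0.0571) in the 12.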

Oxidative stress response was more presented in adult burn, while inflammatory response like complement activation and macrophage markers was more activated in young burn comparing to young sham. Although major catabolic gene responses to burn were observed in both young and adult animals, additional specific pathway alterations were distinguishable between young and adult mice. These findings may reflect differential effects observed in young adolescents compared to adult burn patients.

mRNA transcript profiles in the muscle, in response to severe injury, were age-specific. Transcriptome analysis of coagulation factors in a human closely related species such as the Chinese rhesus macaque showed that basal gene expression was affected by age^19^. Changes in the expression of muscle growth genes were also reported in bulls between 15 and 19 months of age^20^. In our study, a comparison of muscle-specific transcriptome profiles revealed an age effect on gene expression between 5-week-old and 11 week-old mice with paralleled burn effects on gene expression in both young and adult groups. The protein degradation pathway was the most affected gene pathway in both adult and young burned mice. Ubiquitin expression were shown to up-regulate in both human and rat skeletal muscles during ageing^21^. However, detailed information regarding specific genes, transcriptome fold changes, and the number of altered transcripts were different, which indicates a distinguished response to injury in young mice compared to adults. One example is gene expression regulated by polyubiquitination. 

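Ubb lies on chromosome 11 from 62551171 to 62553213 (ENSMUSG00000019505.7). It had 822 ± 94.2 CPM (SD, n = 3) in adult burn and 530.5 ± 48.6 CPM (SD, n = 3) in adult sham, a log2 fold change of 0.63 (standard error 0.12, adjusted p = 0.0259) in the 11 libraries and 0.63 (standard error 0.35, adjusted p = 0.754) in the 12. In young mice, without young burn replicate 2, Ubb had 474 ± 13.0 CPM (SD, n = 2) in young burn and 540.4 ± 84.3 CPM (SD, n = 3) in young sham, a log2 fold change of -0.18 (standard error 0.14, adjusted p = 0.569). With replicate 2, young burn had 835 ± 626 CPM (SD, n = 3), and the log2 fold change had the opposite sign, 0.63 (standard error 0.35, adjusted p = 0.328).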

*Ubb* gene encodes ubiquitin and was upregulated 0.64-fold in the adult burn group when comparing adult sham, but it was not differentially expressed in the young burn group. However, the *Ubc* gene encoding Polyubiquitin-C to maintain cellular ubiquitin level, was down-regulated (-1.72-fold) in the young burn group. A direct comparison between the young burned and the adult burned mice shows that *Ubb* gene level increases 0.81-fold and the *Ubc* gene level increases 1.13, further indicating a delicate tuning on the regulatory mechanism with different ages at the transcriptional level.

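Young burn against adult burn gave a log2 fold change of -0.79 (standard error 0.14, adjusted p = 0.00193) for Ubb in the 11 libraries, so that Ubb was lower in young burn. Over all 12 libraries it was 0.02 (standard error 0.35, adjusted p = 0.973), and -0.07 without adult burn replicate 1. Young burn replicate 2 alone had 1558 CPM of Ubb, above every other library.

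**Figure D4:**
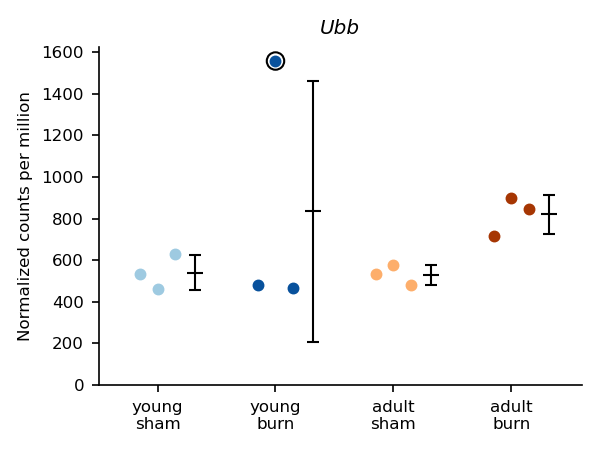
CPM of Ubb in each of the 12 mRNA libraries (points), with the mean and SD of each group (bars) and young burn replicate 2 ringed. The ringed library lies above every other library.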

Myogenesis was another typical altered GO-BP pathway in the study. In this study, we observed the most number of DEGs enriched in myogenesis when comparing young sham to adult sham. The previous study showed that the progenitor cell activity in aged muscle can be restored when treated with young serum^22^. It is not surprise that the myogenic activity is greater in younger mice. Further stratification of up- and down-regulated genes, we confirmed that activated biological processing of skeletal muscle development and cell differentiation in young sham group. 

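A list of 13 myogenic regulators and developmental myosins, 10 of them tested, was written by hand after the fold changes of Supplement Table 1 had been seen. In young sham against adult sham, its median log2 fold change was 0.61 in the 11 libraries, with 8 genes higher and 2 lower (adjusted p = 0.00645 by camera, 0.00237 by fry and 0.111 with the correlation estimated). Called were 5 genes over all genes, and 5 when adjusted over the list alone. Over all 12 libraries the median was 0.62 (adjusted p = 0.00875 by camera, 0.0199 by fry and 0.174 with the correlation estimated), with 3 genes called over all genes and 5 when adjusted over the list alone. Myog (ENSMUSG00000026459.5, chromosome 1 from 134289989 to 134292548) had 19.4 ± 6.11 CPM (SD, n = 3) in young sham and 5.94 ± 0.248 CPM (SD, n = 3) in adult sham, a log2 fold change of 1.69 (standard error 0.29, adjusted p = 0.00246) in the 11 libraries. In the 12 it was 1.70 (standard error 0.31, adjusted p = 0.0112), and the adjusted p became 0.0596 without adult sham replicate 2 and 0.0670 without young sham replicate 3. Myod1 (ENSMUSG00000009471.4, chromosome 7 from 46376474 to 46379099) went the other way, with 18.9 ± 5.38 CPM (SD, n = 3) in young sham and 39.3 ± 3.18 CPM (SD, n = 3) in adult sham, a log2 fold change of -1.05 (standard error 0.26, adjusted p = 0.0160) in the 11 libraries and -1.05 (standard error 0.26, adjusted p = 0.0437) in the 12. From the 12 libraries its adjusted p was above 0.05 without any single sham library, with 0.128 without adult sham replicate 1, 0.108 without adult sham replicate 2, 0.101 without adult sham replicate 3, 0.0960 without young sham replicate 1, 0.0518 without young sham replicate 2 and 0.193 without young sham replicate 3.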

In this study we also noticed that myogenesis has also been affected by external stimulations. In a previous study of burn mouse model, we found that severe burn caused insufficient myogenic activation^23^. Corrick et al. set up an in vitro model with human serum stimulation from burn patients, and they explored that myogenesis impairment could be related to STAT pathway activation^24^. Further dissection of specific DEGs will help us understand better the role of myogenesis in the maintenance of muscle homeostasis in young burn victims. miRNAs serve as negative regulators of gene expression. Similar to mRNA, age is also prominent in miRNA expression changes after injury, and the miRNA profile presented with different characters of neurobiological development with age^25^. Using microarray and TaqMan-based expression analysis of miRBase 10.0, Moreau et al. observed that 312 miRNAs were differentially expressed in 48 post-mortem human tissue of fetal, young, and adult brains^25^. In our study, we observed increased expression of the miRNA 29s family with age. 

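Mir-29a had 818 ± 77.6 CPM (SD, n = 3) in young sham and 3526 ± 256 CPM (SD, n = 3) in adult sham. The copies of mir-29b had 17.4 ± 2.55 CPM (SD, n = 3) and 18.8 ± 2.30 CPM (SD, n = 3) in young sham, and 58.4 ± 8.23 CPM (SD, n = 3) and 59.7 ± 2.35 CPM (SD, n = 3) in adult sham. Mir-29c had 53.0 ± 2.95 CPM (SD, n = 3) and 165 ± 17.1 CPM (SD, n = 3). After burn, mir-29a had 806 ± 43.3 CPM (SD, n = 3) in young burn and 3323 ± 180.2 CPM (SD, n = 3) in adult burn, a log2 fold change of -2.04 (standard error 0.11, adjusted p = 2.64e-10). For mir-29c the log2 fold change was -1.51 (standard error 0.16, adjusted p = 2.38e-07), and for the copies of mir-29b -1.94 (standard error 0.18, adjusted p = 5.04e-08) and -1.98 (standard error 0.17, adjusted p = 1.58e-08). In each of these entries, every adult library was above every young library with the same treatment. As a list, these 4 entries had a median log2 fold change of -1.70 between the sham groups (adjusted p = 1.04e-05 by camera, 5.93e-07 by fry and 0.0346 with the correlation estimated) and -1.96 between the burn groups (adjusted p = 7.21e-06 by camera, 5.93e-07 by fry and 0.0346 with the correlation estimated). All 4 were called in both comparisons, over all entries and when adjusted over the list alone. The list was written after Supplement Table 1 had been seen, and the paper named these miRNAs from the same libraries. Its test is therefore not independent evidence. How reads shared by the copies of mir-29b were counted is not given, so these copies may not be separate evidence. The paper states that expression of the family increases with age, and it relates this to the role of miR-29 in myoblast proliferation during aging.

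**Figure D5:**
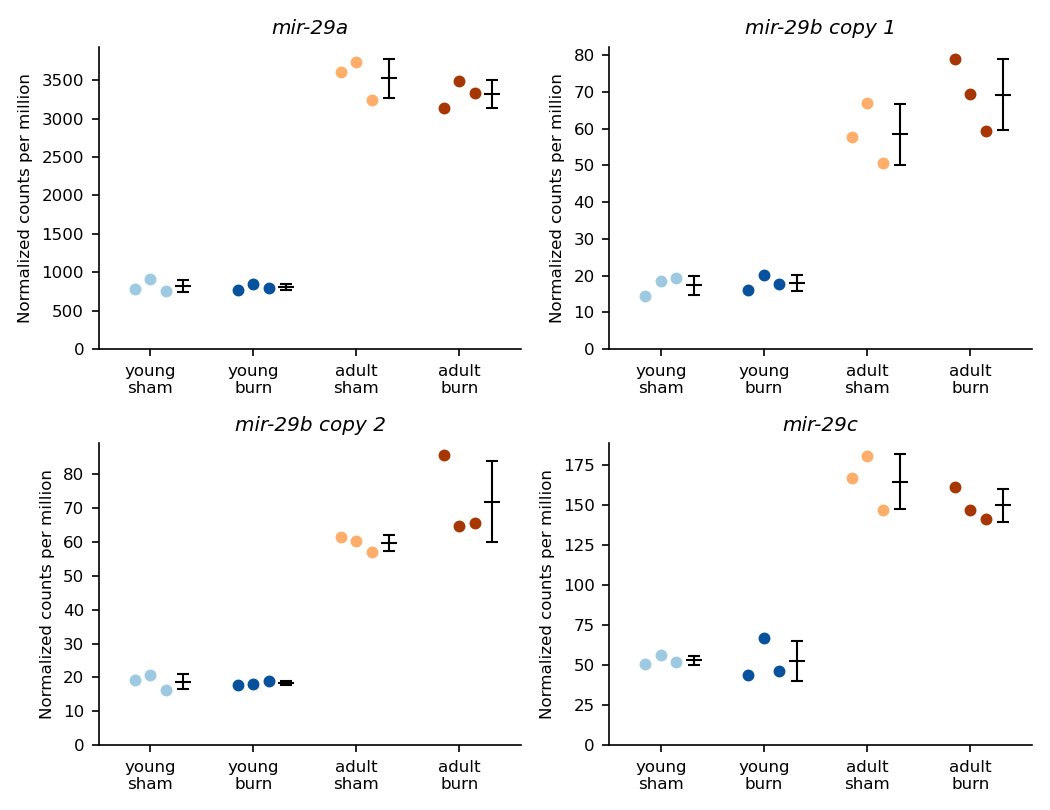
CPM of mir-29a, the copies of mir-29b and mir-29c in each of the 12 miRNA libraries (points), with the mean and SD of each group (bars). Adult groups lie above young groups in each panel, as in mir-29a with means of 818 ± 77.6 in young sham and 3526 ± 256 in adult sham.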

The miRNA 29s family includes three mature members a, b, c, that regulate different genes involved in cell growth, differentiation, apoptosis, and regulation of the immune response^26^. miR-29s family members target at least 16 extracellular matrix genes for focal adhesion, and are upregulated in aged mice aortas^27^. For muscle tissue, miR-29 impairs myoblast proliferation, to assist with cell arrest protein expression (p53, p16, and pRB) during aging^28^. We found that the endogenous levels of miR-29 are elevated with age, specifically in the C57BL/6 male mouse gastrocnemius 5-week-old compared to the 11-week-old. Though further work is indicated to investigate this link, age-related miRNAs could interfere with the genomic response to burn. Therefore, our data show that miR-29 could be an important therapeutic target of aging-related diseases, particularly after injury.

To our surprise, only one miRNA significantly changed in response to burn in each age group, with miR-10a downregulated and miR-126a upregulated in adult and young burned mice respectively. miR-10 is overexpressed following ischemic injury^29^. miR-126 has protective effects in an animal model of endotoxemia-induced vascular injury^30,31^. Using microarray analysis, we previously reported miRNA differential expression 14 days after burn in rats^11^. Hu et al., showed changes in the miRNA profiles over 1 and 7 days following traumatic brain injury, demonstrating one/multiple miRNA expression changes over time^32^. Changes in the genomic kinetics over time have been observed in critical trauma and burn patients^33^, which correspond with a systemic inflammatory^34^, and muscle pathophysiological changes^35^. In a previous study, we examined the muscle transcriptome profile from male adult rats at 14 days while the current study examined early changes in mouse muscle transcriptome profile at 1-day after-burn. Our results suggest that changes in mRNA and miRNA expression reflect a temporal protective feedback response starting 24 h after burn, and that further time course studies are needed to characterize this response.

Using miRNA and mRNA interactive pathway analysis, we found that the number of miRNAs interacting with genes is similar to the number of gene pathways affected in response to age and burn. The number of interactive mRNAs range from 90 to 34 in young mice comparing to adult mice without injury. The number ranges decreased from 15 to 4 in young burned mice or adult burned mice. The highly expressed gene-related miRNA in response to severe burn in both age groups were MIR-506_3p, MIR-124_3p, MIR-6867_5p, and MIR-3658 with the greatest number of related- altered genes in young burned mice. Interestingly, MIR-3658 has 74 altered genes connected in adult sham when compared to young sham. These novel findings provide a new avenue to study the roles in pediatric burns.

In summary, this study demonstrates the characteristic profile of gene expression from skeletal muscle in young and adult burns. Prominent age effects were presented in transcriptional levels with abundant alterations of genes, miRNAs, and interactions, leading to regulation pathways mainly on myogenesis, cell growth, and development. Our results further confirmed the effect of severe burn in mice muscle, with fewer gene sets and miRNAs affected in both age groups. Protein degradation, inflammation, and related pathways are affected by injury in both young and adult groups, however, more genes and related pathways were affected in the adults. The study descripted the different responses at the transcriptional level, including the altered DEGs and miRNA among the experimental groups, followed by an analysis of gene sets related pathways and interactions of miRNAs to mRNAs by GESA tool. Further work in correlation of muscle pathophysiological changes could be conducted from both animal model and clinical research.

This study also provides information on the miRNA and mRNA expression profiles in young burn mice and could lead to further studies on the mechanisms of gene regulation in pediatric burn patients. As for pediatric burn research, most metabolic parameters were studied broadly, however, genomic information reflecting those changes is missing. The current study opens a direction that emphasizes that age influences metabolic changes in with development and aging after burn. The pathophysiologic response evaluation combined with genomic profile examination will allow for a better picture of events, and explain variation in results greater than one single layer observation at the transcriptional level.

## Methods

Twelve C57BL6 male mice (six 4-weeks-old, young; and six 10-weeks-old, adult) were obtained from Charles River Laboratory (Wilmington, MA). All procedures followed the NIH and ARRIVE guidelines and were approved by the local IACUC at the University of Texas Medical Branch at Galveston (UTMB). Animals were housed in a temperature-controlled room with a 12-h light/ dark cycle with free access to food and water.

After one-week acclimation, half of the young and adult animals received a 25% body surface area (TBSA) scald burn^23^. Briefly, mice were anesthetized with 2% isoflurane inhalation and shaved on the back and belly, 30 min after receiving a subcutaneous injection of 0.05 mg/kg buprenorphine. Mice were placed in a mold with an opening to expose about 12.5% body surface after receiving 1 mL of 0.9% saline injection subcutaneously along the spinal column. Mice were then immersed in 98 °C water for 10 s on the dorsal and 2 s on the ventral side to receive a total 25% TBSA full-thickness scald burn. The animals received 1.5 mL of intraperitoneal lactated Ringer’s solution for resuscitation during the burn procedure. Sham animals received the same procedure with the anesthetics and analgesics but did not receive a scald burn or resuscitation. Animals all survived after burn procedure, and which be consistently observed in our previous studies^23,36^. Animals were euthanized 24 h after burn with a CO_2_ inhalation overdose. Muscle tissues were harvested and stored at − 80 °C for further analysis.

Severe burn caused metabolic changes include the early ebb stress phase and later flow phase. The transition time point is usually 24-48 h after injury^37^. Therefore, we chose the initial time point 24 h to explore the regulatory mechanism of post-burn muscle wasting in transcriptional level. Gastrocnemius tissue contains mixed slow-and fast- myofiber types, and its anatomic location is far away from burn wound site in mouse trunk. We and others analyzed the gastrocnemius tissue to represent the muscle response to systemic influence in mouse and rat models^38,39^. Gastrocnemius tissues (~ 25 mg) were processed for total RNA extraction using Qiagen RNeasy Mini Kit (Germantown, MD). After measurement of concentration with Nanodrop 2000/2000c Spectrophotometers (ThermoFisher, Waltham, MA), 2 µg of total RNA were analyzed at the Next Generation Sequence (NGS) core laboratory at UTMB. (Supplemental file 4) RNA sample quality was confirmed using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). Poly-adenylated RNA (mRNA) and microRNA (miRNA) sequence libraries were prepared with NEBNext Ultra II RNA and Small RNA kits, respectively (New England BioLabs, Ipswich, MA). Libraries were sequenced on an Illumina NextSeq 550, using the mid-output kit and paired-end 75 base parameters (Fig. 3).

**Figure 3:**
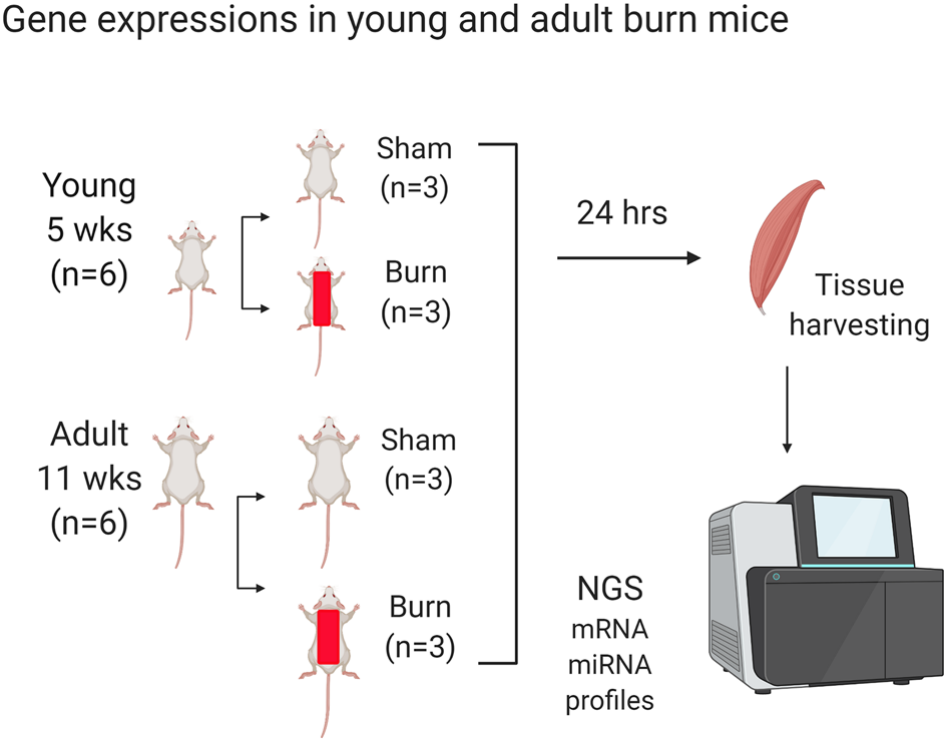
Experiment flow chart outlines the study design and sample processing. The Image was created in BioRender.

Reads from the mRNA samples were mapped to the mouse GRCm38 genome reference using the STAR read aligner, with the quantMode GeneCounts option to quantify read counts based on the Gencode version M25 mouse annotation. Reads from the miRNA samples were trimmed of adapters using the mirDeep2.0 software package, then mapped to the mouse genome reference with STAR. The featureCounts program in the subread software package was used to count reads mapping to miRNAs. Differential gene expression for mRNAs and miRNAs was estimated with the Differential gene expression analysis based on the negative binomial distribution (DESeq2) package following the authors’ vignette. The significance limit was set to an adjusted *p* value of < 0.05. Descriptive statistics was applied for transcript profile characterization. Data replicability was demonstrated in the PCA plot (Supplemental Fig. 1) Gene expression pathway and miRNA interaction were further analyzed using an online program, Gene Set Enrichment Analysis (GSEA) (www.gsea-msigdb.org). Two-way ANOVA with a post-hoc test was applied, and significance was accepted at *p* values < 0.05.

### Conference presentation

Data was presented at the 44th Shock annual meeting, virtual on October 10–14, 2021.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

## Data Availability

All raw transcripts data has been submitted to the NCBI GEO online repository at July 19, 2022—[geo] GEO Submission (GSE208548). The accessible link is as following: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208548. The data has been released at November 4, 2022.

# Supplementary material for: Skeletal muscle transcriptome is affected by age in severely burned mice
**Source:** Sci Rep. 2022 Dec 14;12:21584. doi: 10.1038/s41598-022-26040-1
**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Supplementary material for: Skeletal muscle transcriptome is affected by age in severely burned mice
**Source:** Sci Rep. 2022 Dec 14;12:21584. doi: 10.1038/s41598-022-26040-1
**Supplement:** Supplementary file 2 — Supplementary Information 2.

| **A** |  |  |  |  |
| --- | --- | --- | --- | --- |
| Hallmark gene sets are coherently expressed signatures derived by aggregating many MSigDB gene sets to represent well-defined biological states or processes. | | | | |
| **Collections** | **# Overlaps Shown** | **# Gene Sets in Collections** | **# Genes in Comparison (n)** | **# Genes in Universe (N)** |
| **YS v.AS** | 38 | 50 | 1,106 | 40,071 |
| **AB v. AS** | 21 | 50 | 204 | 40,071 |
| **YB v. YS** | 20 | 50 | 179 | 40,071 |
| **YB v. AB** | 46 | 50 | 1,816 | 40,071 |
|  |  |  |  |  |
|  |  |  |  |  |
| **B** |  |  |  |  |
| Canonical Pathways gene sets derived from the WikiPathways database. | | | | |
| **Collections** | **# Overlaps Shown** | **# Gene Sets in Collections** | **# Genes in Comparison (n)** | **# Genes in Universe (N)** |
| **YS v.AS** | 100 | 587 | 1,106 | 40,071 |
| **AB v. AS** | 24 | 587 | 204 | 40,071 |
| **YB v. YS** | 15 | 587 | 179 | 40,071 |
| **YB v. AB** | 100 | 587 | 1,816 | 40,071 |
|  |  |  |  |  |
|  |  |  |  |  |
| **C** |  |  |  |  |
| Altered genes predicted to be targets of listed microRNA hsa-miR-6867-5p in miRDB v6.0 with MirTarget v4 prediction scores > 80 (high confidence targets). | | | | |
| **miRNAs** | **# Overlaps Shown** | **# Gene Sets in Collections** | **# Genes in Comparison (n)** | **# Genes in Universe (N)** |
| **YS v.AS** | 100 | 2,598 | 1,106 | 40,071 |
| **AB v. AS** | 30 | 2,598 | 204 | 40,071 |
| **YB v. YS** | 14 | 2,598 | 179 | 40,071 |
| **YB v. AB** | 100 | 2,598 | 1,816 | 40,071 |

# Supplementary material for: Skeletal muscle transcriptome is affected by age in severely burned mice
**Source:** Sci Rep. 2022 Dec 14;12:21584. doi: 10.1038/s41598-022-26040-1

Supplemental file 4: RNA sample quality report. 12 Total RNA samples were assessed by automated gel electrophoresis using Agilent 2100 bioanalyzer (Agilent Tech. Inc.). 

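The samples had RNA concentrations from 132 to 374 ng/µl with a median of 259.5, and ratios of 28S to 18S ribosomal RNA from 0.7 to 1.3. By group they had 269 to 313 ng/µl with a ratio of 0.7 to 0.9 in young sham, 250.0 to 374 ng/µl with a ratio of 0.8 to 0.9 in young burn, 187 to 247 ng/µl with a ratio of 0.9 to 1.3 in adult sham, and 132 to 339 ng/µl with a ratio of 0.8 to 0.9 in adult burn, with n = 3 samples each. With 3 samples per group, no test of their difference was made.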

Each RNA sample was labeled with acronym: SV3-experiment acronym; young sham (YS), young burn (YB), adult sham (AS), and adult burn (AB) groups.

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

### Electrophoresis File Run Summary

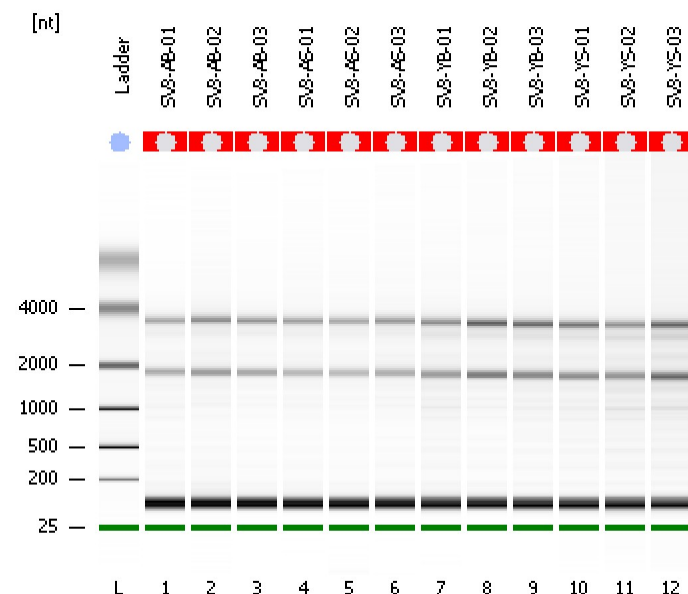

#### Instrument Information:

Instrument Name: DE13804763  
Serial#: DE13804763

Firmware: C.01.069  
Type: G2939A

#### Assay Information:

Assay Origin Path: C:\Program Files\Agilent\2100 bioanalyzer\2100 expert\assays\RNA\Eukaryote Total RNA Nano Series II.xsy

Assay Class: Eukaryote Total RNA Nano

Version: 2.6

Assay Comments: Total RNA Analysis ng sensitivity (Eukaryote)

© Copyright 2003 - 2009 Agilent Technologies, Inc.

#### Chip Information:

Chip Lot #:

Reagent Kit Lot #:

Chip Comments:

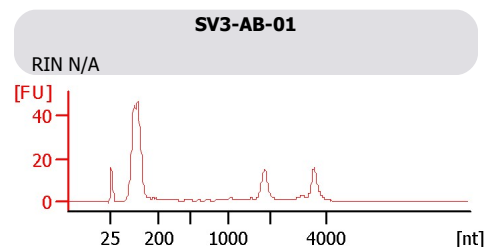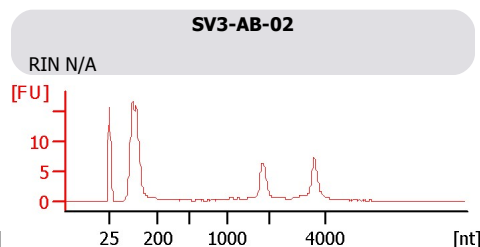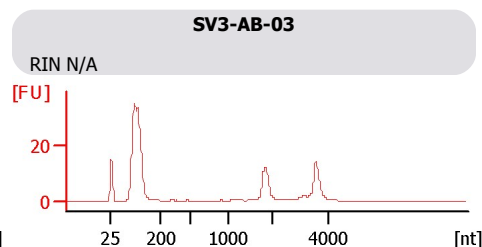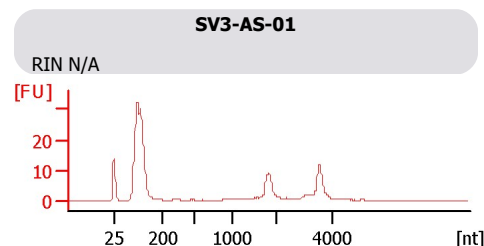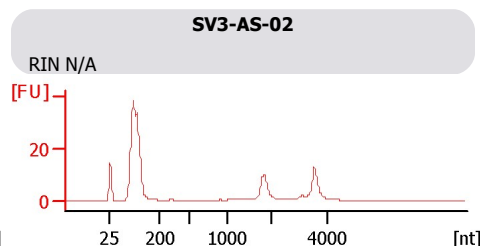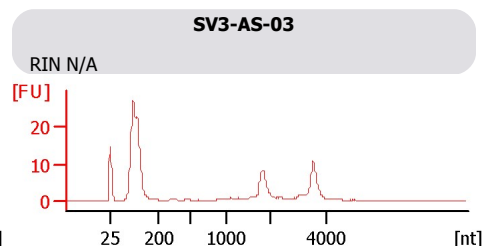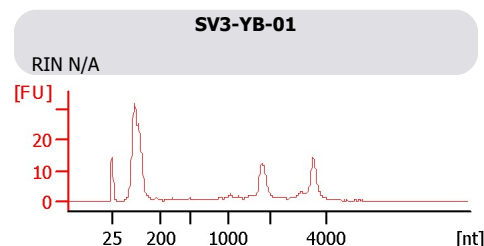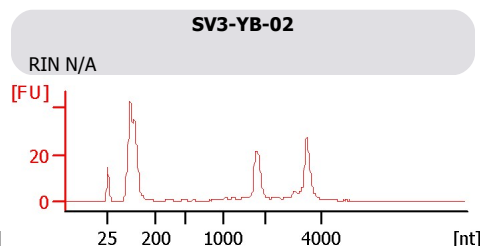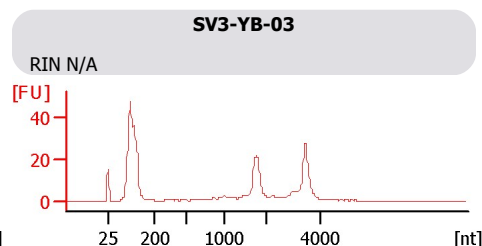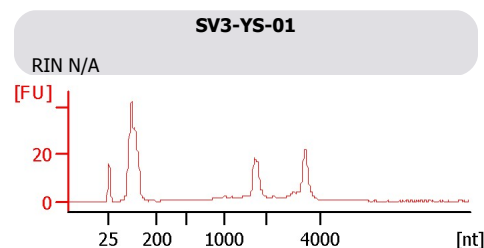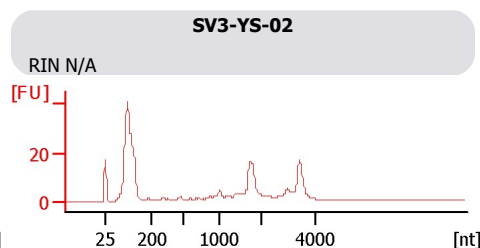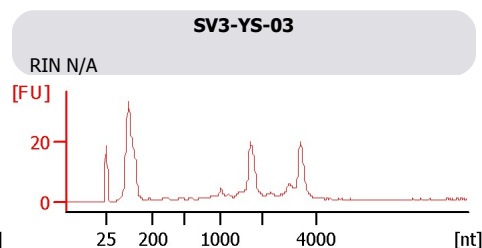

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electrophoresis File Run Summary (Chip Summary)**

| Sample Name | Sample Comment | Status | Result Label      | Result Color |
|-------------|----------------|--------|-------------------|--------------|
| SV3-AB-01   |                | ✓      | RIN N/A           |              |
| SV3-AB-02   |                | ✓      | RIN N/A           |              |
| SV3-AB-03   |                | ✓      | RIN N/A           |              |
| SV3-AS-01   |                | ✓      | RIN N/A           |              |
| SV3-AS-02   |                | ✓      | RIN N/A           |              |
| SV3-AS-03   |                | ✓      | RIN N/A           |              |
| SV3-YB-01   |                | ✓      | RIN N/A           |              |
| SV3-YB-02   |                | ✓      | RIN N/A           |              |
| SV3-YB-03   |                | ✓      | RIN N/A           |              |
| SV3-YS-01   |                | ✓      | RIN N/A           |              |
| SV3-YS-02   |                | ✓      | RIN N/A           |              |
| SV3-YS-03   |                | ✓      | RIN N/A           |              |
| Ladder      |                | ✓      | All Other Samples |              |

**Chip Lot #****Reagent Kit Lot #****Chip Comments :**

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

## Electrophoresis Assay Details

### General Analysis Settings

Number of Available Sample and Ladder Wells (Max.) : 13

Minimum Visible Range [s] : 17

Maximum Visible Range [s] : 70

Start Analysis Time Range [s] : 19

End Analysis Time Range [s] : 69

Ladder Concentration [ng/μl] : 150

Lower Marker Concentration [ng/μl] : 0

Upper Marker Concentration [ng/μl] : 0

Used Lower Marker for Quantitation

Standard Curve Fit is Logarithmic

Show Data Aligned to Lower Marker

### Integrator Settings

Integration Start Time [s] : 19

Integration End Time [s] : 69

Slope Threshold : 0.6

Height Threshold [FU] : 0.5

Area Threshold : 0.2

Width Threshold [s] : 0.5

Baseline Plateau [s] : 6

### Filter Settings

Filter Width [s] : 0.5

Polynomial Order : 4

### Ladder

| Ladder Peak | Size |
|-------------|------|
| 1           | 25   |
| 2           | 200  |
| 3           | 500  |
| 4           | 1000 |
| 5           | 2000 |
| 6           | 4000 |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary**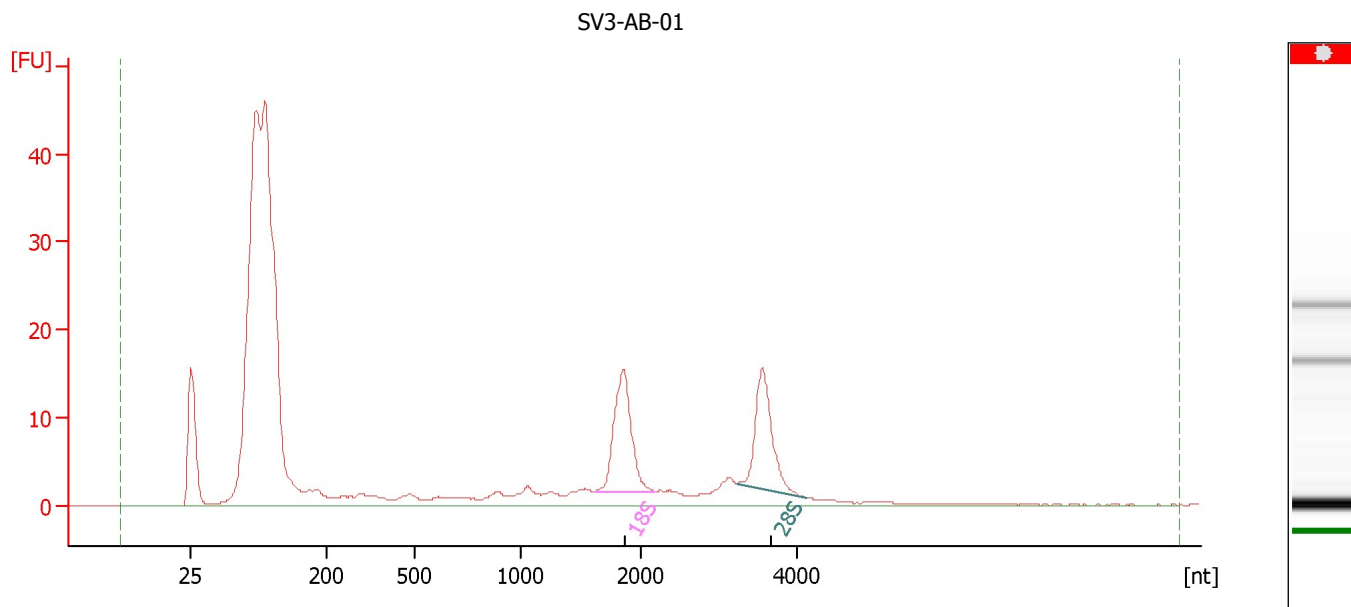**Overall Results for sample 1 : SV3-AB-01**

|                         |           |                             |                                                                                                  |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------------------|
| RNA Area:               | 386.0     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                                    |
| RNA Concentration:      | 339 ng/μl | Result Flagging Color:      | <div style="background-color: #cccccc; width: 30px; height: 15px; display: inline-block;"></div> |
| rRNA Ratio [28S / 18S]: | 0.8       | Result Flagging Label:      | RIN N/A                                                                                          |

**Fragment table for sample 1 : SV3-AB-01**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,617           | 2,192         | 29.8 | 7.7             |
| 28S  | 3,231           | 4,133         | 24.9 | 6.5             |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary Continued ...**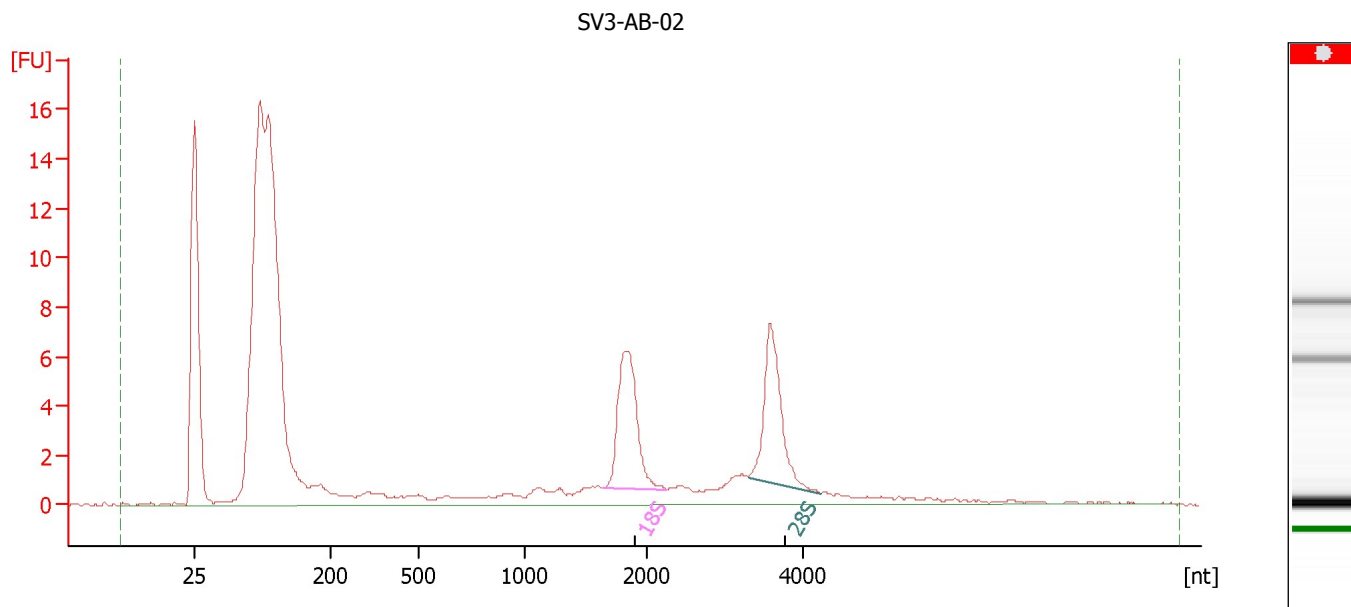**Overall Results for sample 2 : SV3-AB-02**

|                         |           |                             |                                                                                      |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------|
| RNA Area:               | 150.3     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                        |
| RNA Concentration:      | 132 ng/μl | Result Flagging Color:      |  |
| rRNA Ratio [28s / 18s]: | 0.9       | Result Flagging Label:      | RIN N/A                                                                              |

**Fragment table for sample 2 : SV3-AB-02**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,639           | 2,248         | 13.4 | 8.9             |
| 28S  | 3,294           | 4,217         | 11.5 | 7.7             |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary Continued ...**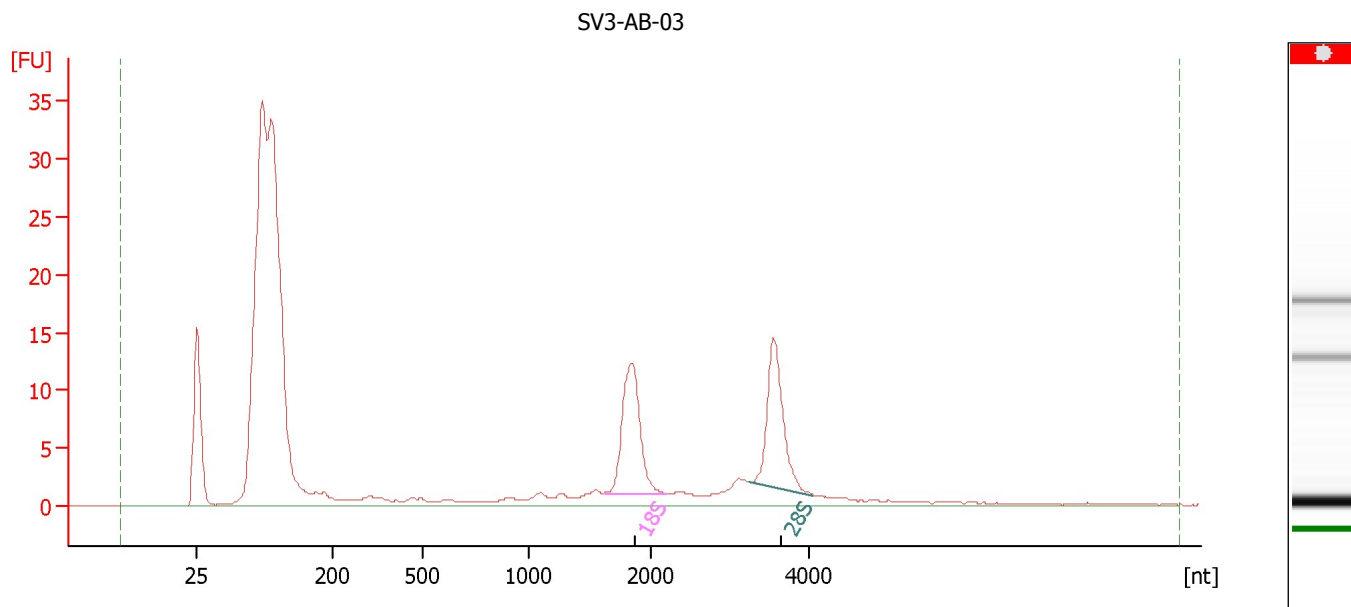**Overall Results for sample 3 : SV3-AB-03**

|                         |           |                             |                                                                                                  |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------------------|
| RNA Area:               | 281.4     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                                    |
| RNA Concentration:      | 247 ng/μl | Result Flagging Color:      | <div style="background-color: #cccccc; width: 30px; height: 15px; display: inline-block;"></div> |
| rRNA Ratio [28s / 18s]: | 0.9       | Result Flagging Label:      | RIN N/A                                                                                          |

**Fragment table for sample 3 : SV3-AB-03**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,616           | 2,209         | 25.0 | 8.9             |
| 28S  | 3,250           | 4,061         | 21.9 | 7.8             |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary Continued ...**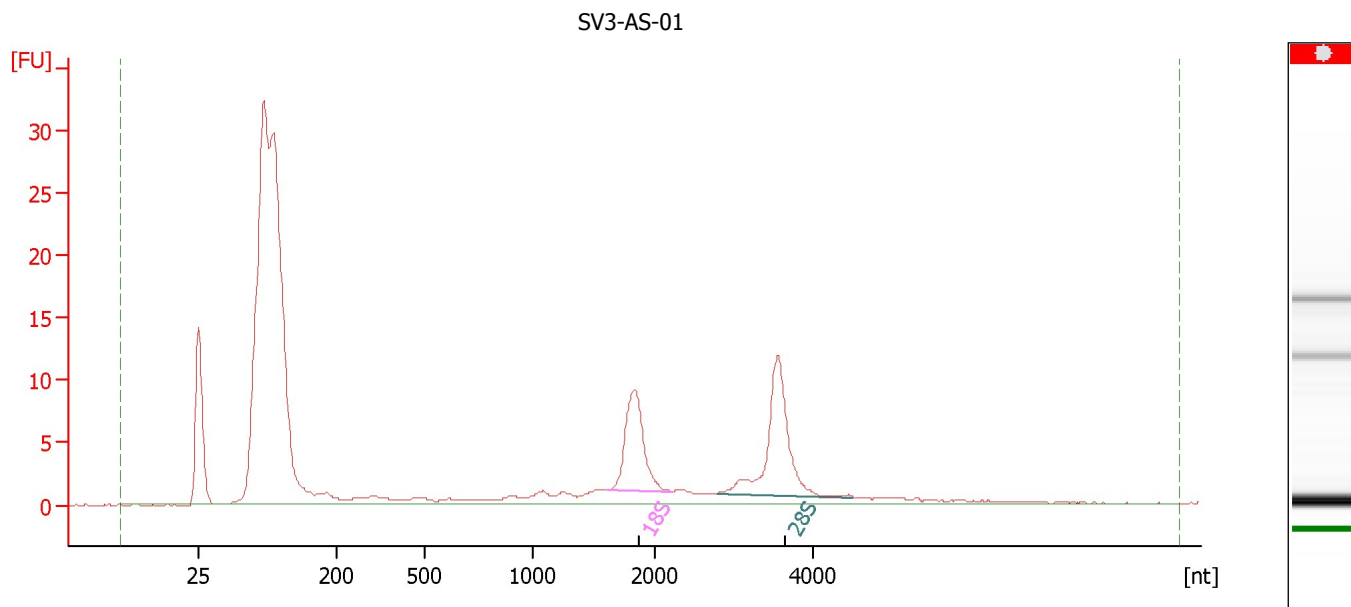**Overall Results for sample 4 : SV3-AS-01**

|                         |           |                             |                                                                                                  |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------------------|
| RNA Area:               | 254.1     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                                    |
| RNA Concentration:      | 223 ng/μl | Result Flagging Color:      | <div style="background-color: #cccccc; width: 30px; height: 15px; display: inline-block;"></div> |
| rRNA Ratio [28s / 18s]: | 1.3       | Result Flagging Label:      | RIN N/A                                                                                          |

**Fragment table for sample 4 : SV3-AS-01**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,610           | 2,223         | 18.6 | 7.3             |
| 28S  | 2,789           | 4,512         | 24.5 | 9.6             |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary Continued ...**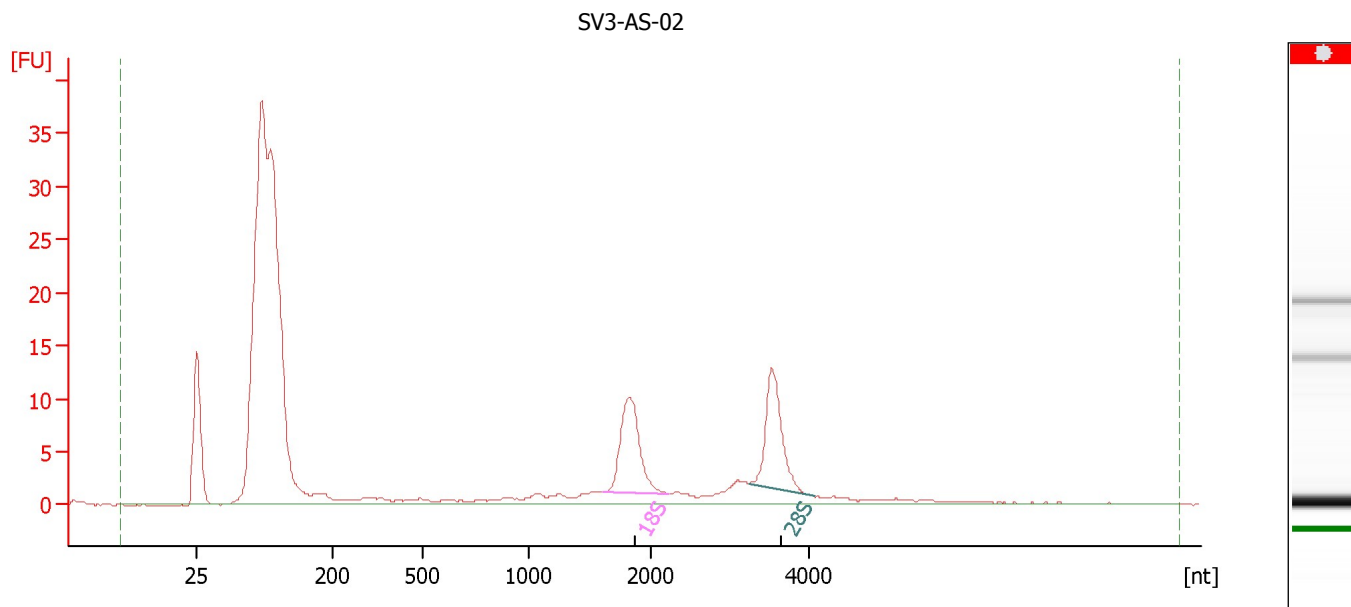**Overall Results for sample 5 : SV3-AS-02**

|                         |           |                             |                                                                                                  |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------------------|
| RNA Area:               | 281.0     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                                    |
| RNA Concentration:      | 247 ng/μl | Result Flagging Color:      | <div style="background-color: #cccccc; width: 30px; height: 15px; display: inline-block;"></div> |
| rRNA Ratio [28s / 18s]: | 0.9       | Result Flagging Label:      | RIN N/A                                                                                          |

**Fragment table for sample 5 : SV3-AS-02**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,607           | 2,222         | 21.6 | 7.7             |
| 28S  | 3,250           | 4,075         | 19.5 | 7.0             |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary Continued ...**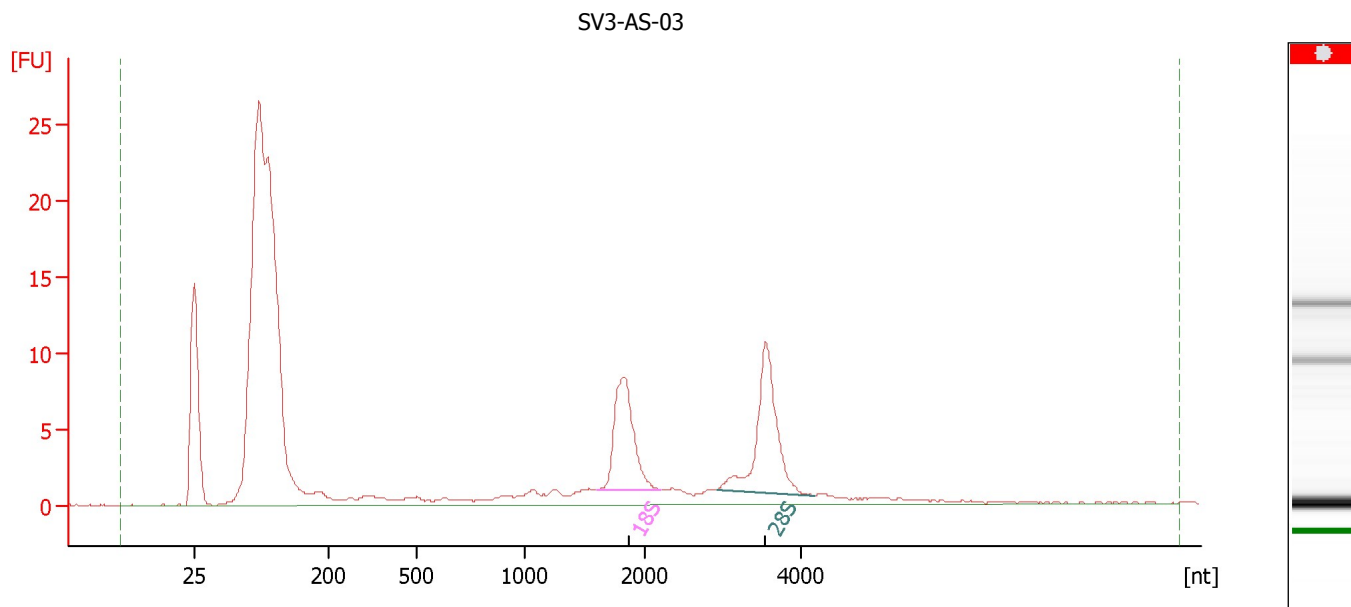**Overall Results for sample 6 : SV3-AS-03**

|                         |           |                             |                                                                                                  |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------------------|
| RNA Area:               | 213.4     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                                    |
| RNA Concentration:      | 187 ng/μl | Result Flagging Color:      | <div style="background-color: #cccccc; width: 30px; height: 15px; display: inline-block;"></div> |
| rRNA Ratio [28s / 18s]: | 1.2       | Result Flagging Label:      | RIN N/A                                                                                          |

**Fragment table for sample 6 : SV3-AS-03**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,611           | 2,207         | 18.0 | 8.4             |
| 28S  | 2,915           | 4,167         | 21.4 | 10.0            |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary Continued ...**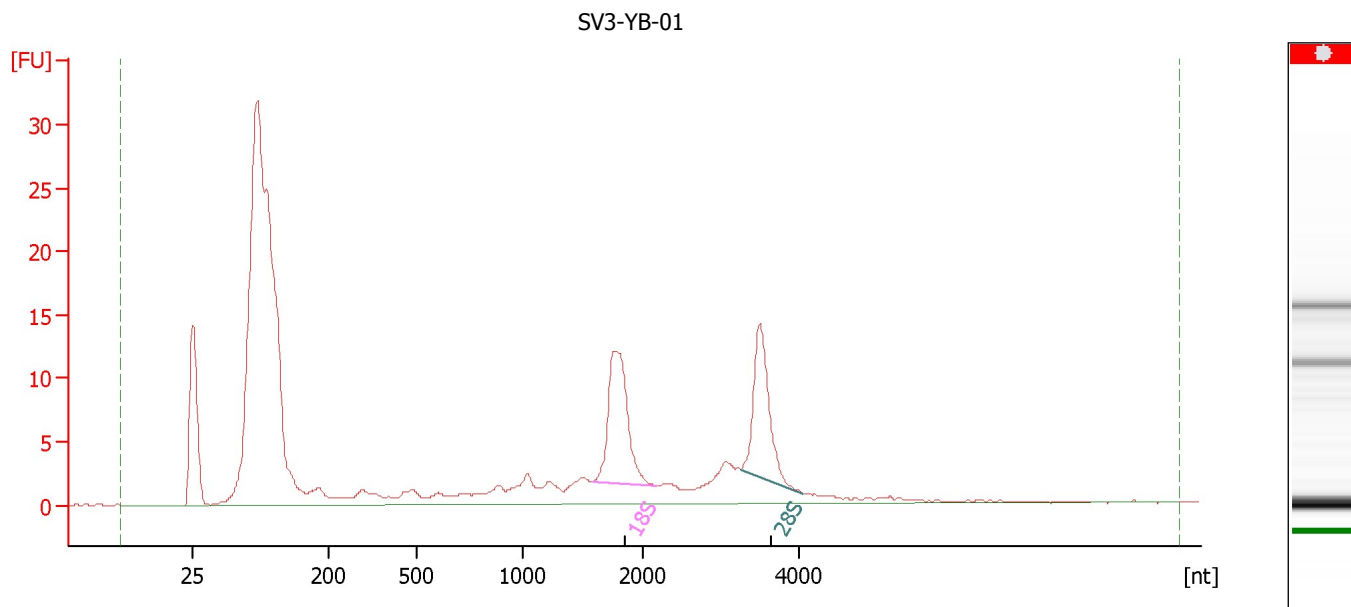**Overall Results for sample 7 : SV3-YB-01**

|                         |           |                             |                                                                                                  |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------------------|
| RNA Area:               | 285.0     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                                    |
| RNA Concentration:      | 250 ng/μl | Result Flagging Color:      | <div style="background-color: #cccccc; width: 30px; height: 15px; display: inline-block;"></div> |
| rRNA Ratio [28s / 18s]: | 0.8       | Result Flagging Label:      | RIN N/A                                                                                          |

**Fragment table for sample 7 : SV3-YB-01**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,583           | 2,193         | 26.0 | 9.1             |
| 28S  | 3,256           | 4,061         | 20.0 | 7.0             |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary Continued ...**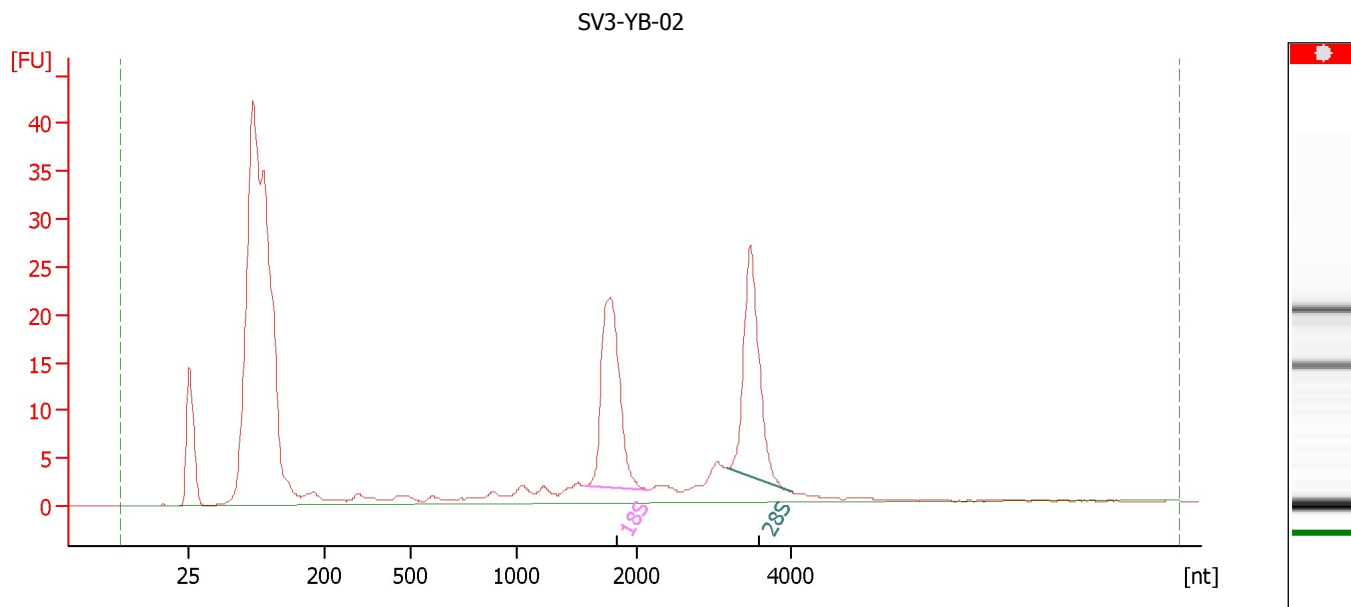**Overall Results for sample 8 : SV3-YB-02**

|                         |           |                             |                                                                                                  |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------------------|
| RNA Area:               | 376.1     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                                    |
| RNA Concentration:      | 330 ng/μl | Result Flagging Color:      | <div style="background-color: #cccccc; width: 30px; height: 15px; display: inline-block;"></div> |
| rRNA Ratio [28S / 18S]: | 0.9       | Result Flagging Label:      | RIN N/A                                                                                          |

**Fragment table for sample 8 : SV3-YB-02**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,569           | 2,163         | 46.7 | 12.4            |
| 28S  | 3,165           | 4,003         | 40.8 | 10.9            |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary Continued ...**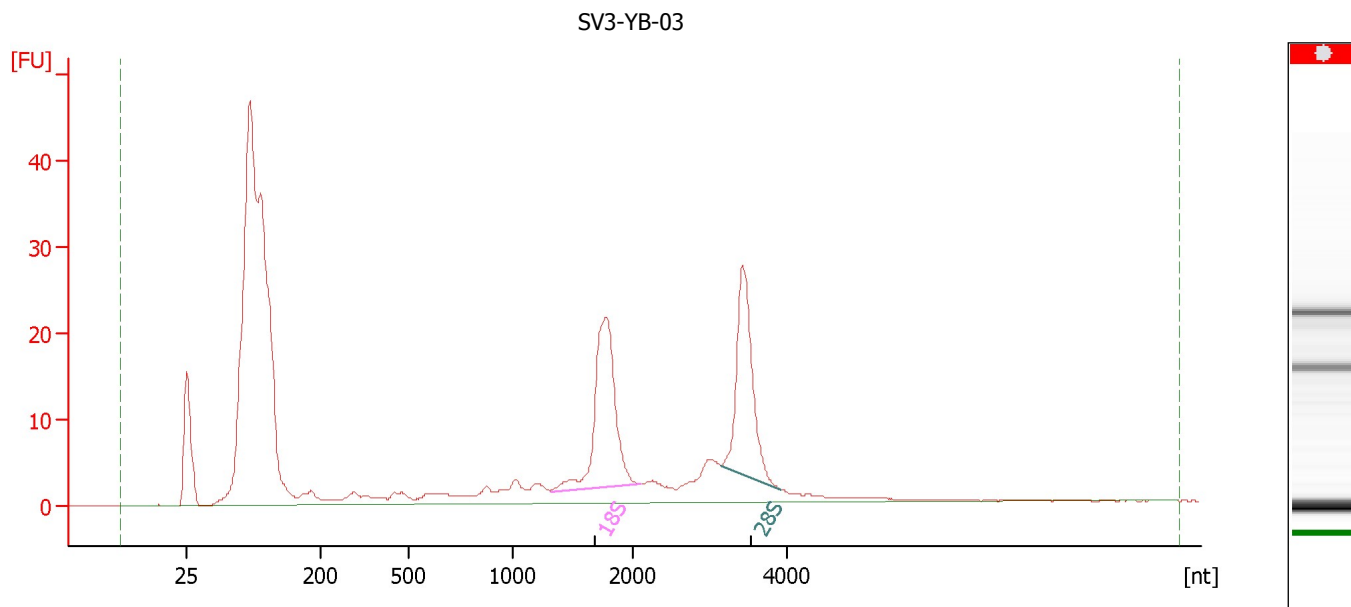**Overall Results for sample 9 : SV3-YB-03**

|                         |           |                             |                                                                                                  |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------------------|
| RNA Area:               | 425.7     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                                    |
| RNA Concentration:      | 374 ng/μl | Result Flagging Color:      | <div style="background-color: #cccccc; width: 30px; height: 15px; display: inline-block;"></div> |
| rRNA Ratio [28s / 18s]: | 0.8       | Result Flagging Label:      | RIN N/A                                                                                          |

**Fragment table for sample 9 : SV3-YB-03**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,314           | 2,107         | 51.6 | 12.1            |
| 28S  | 3,155           | 3,927         | 41.6 | 9.8             |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary Continued ...**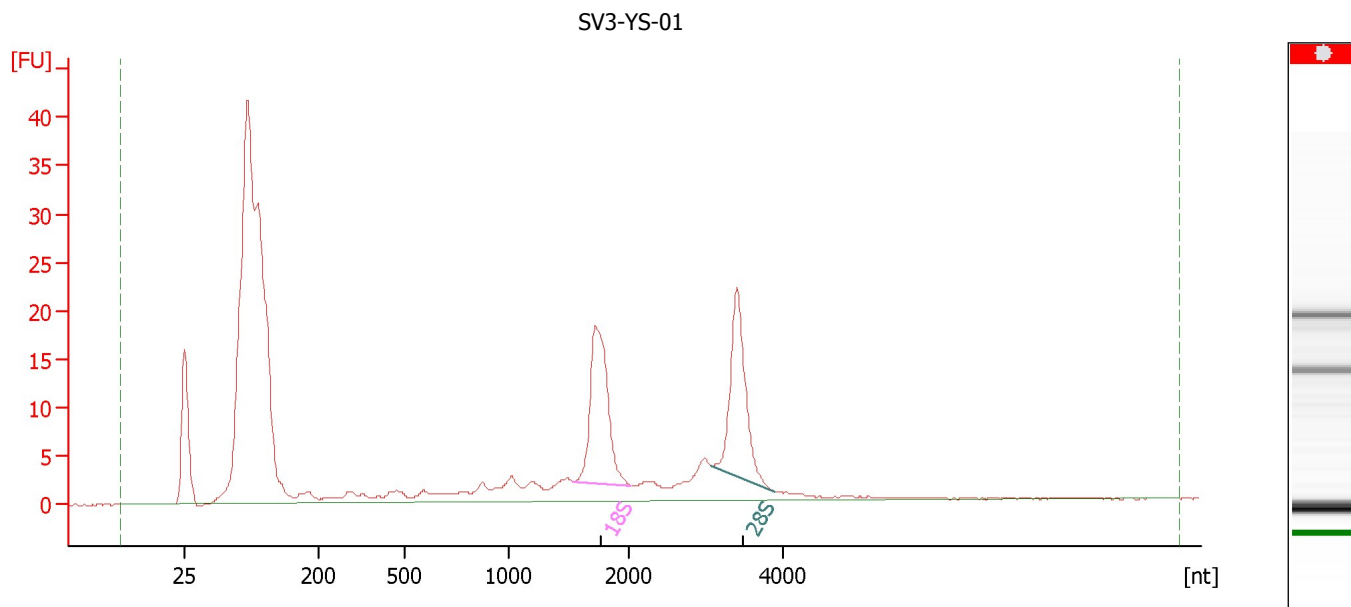**Overall Results for sample 10 : SV3-YS-01**

|                         |           |                             |                                                                                                  |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------------------|
| RNA Area:               | 356.8     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                                    |
| RNA Concentration:      | 313 ng/μl | Result Flagging Color:      | <div style="background-color: #cccccc; width: 30px; height: 15px; display: inline-block;"></div> |
| rRNA Ratio [28s / 18s]: | 0.9       | Result Flagging Label:      | RIN N/A                                                                                          |

**Fragment table for sample 10 : SV3-YS-01**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,536           | 2,036         | 37.1 | 10.4            |
| 28S  | 3,088           | 3,905         | 32.7 | 9.2             |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary Continued ...**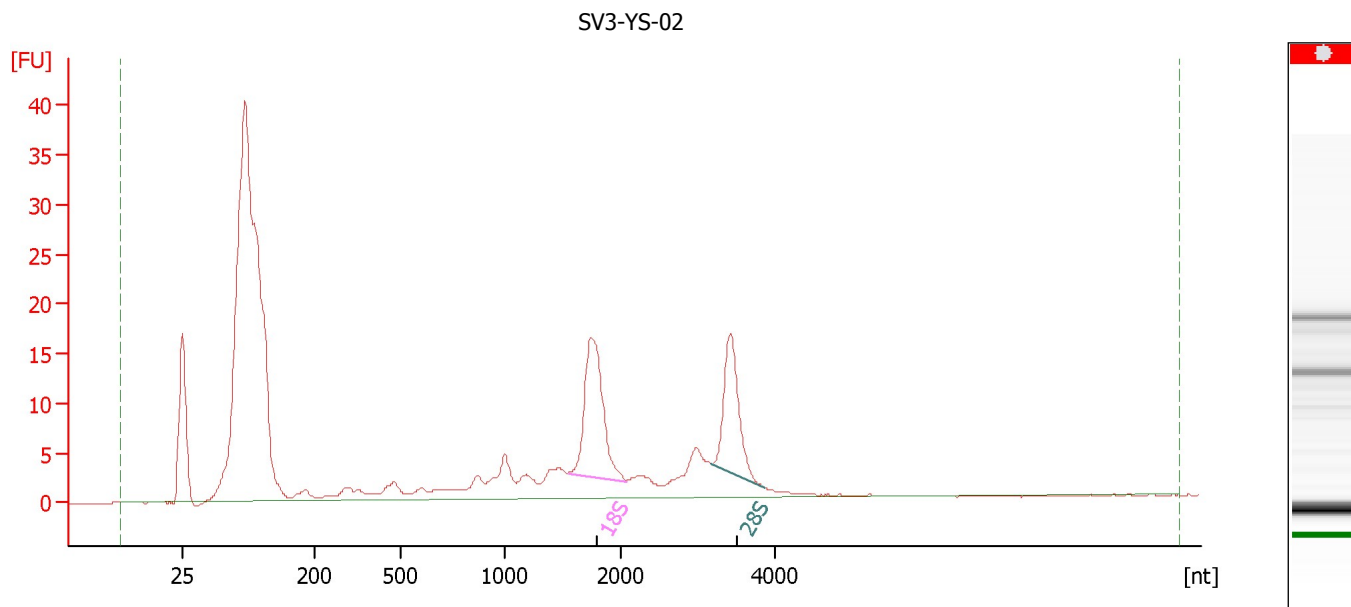**Overall Results for sample 11 : SV3-YS-02**

|                         |           |                             |                                                                                                  |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------------------|
| RNA Area:               | 351.6     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                                    |
| RNA Concentration:      | 309 ng/μl | Result Flagging Color:      | <div style="background-color: #cccccc; width: 30px; height: 15px; display: inline-block;"></div> |
| rRNA Ratio [28s / 18s]: | 0.7       | Result Flagging Label:      | RIN N/A                                                                                          |

**Fragment table for sample 11 : SV3-YS-02**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,548           | 2,060         | 33.0 | 9.4             |
| 28S  | 3,176           | 3,859         | 22.9 | 6.5             |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Electropherogram Summary Continued ...**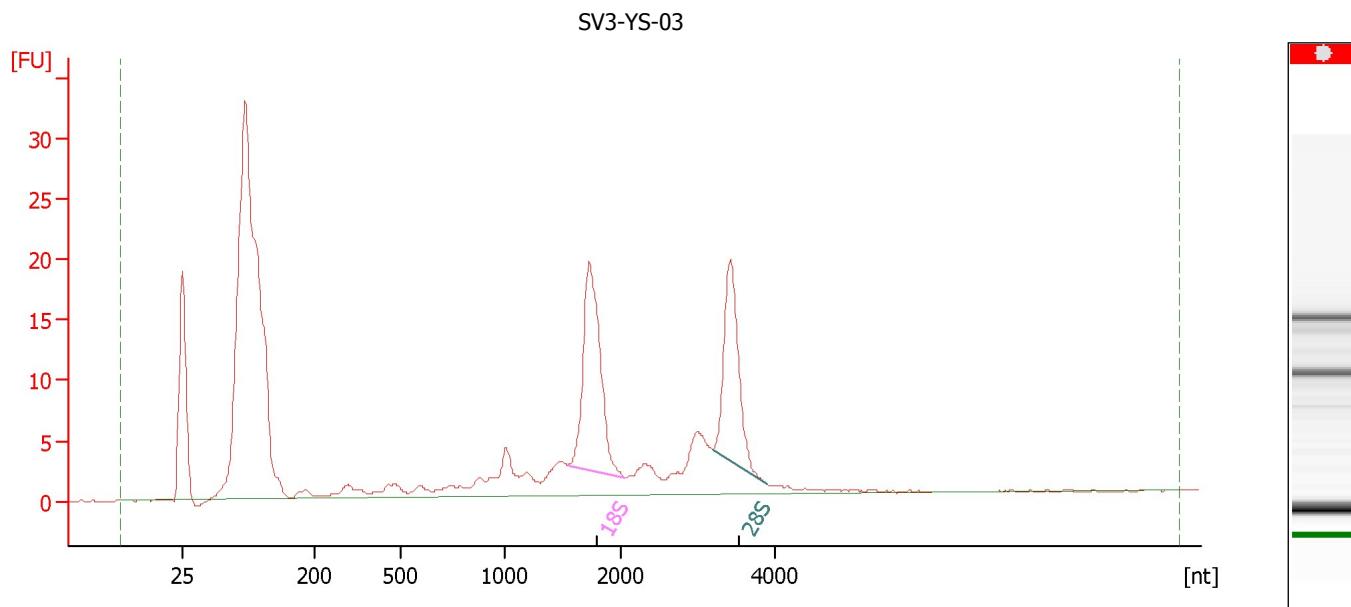**Overall Results for sample 12 : SV3-YS-03**

|                         |           |                             |                                                                                                  |
|-------------------------|-----------|-----------------------------|--------------------------------------------------------------------------------------------------|
| RNA Area:               | 306.8     | RNA Integrity Number (RIN): | N/A (B.02.08)                                                                                    |
| RNA Concentration:      | 269 ng/μl | Result Flagging Color:      | <div style="background-color: #cccccc; width: 30px; height: 15px; display: inline-block;"></div> |
| rRNA Ratio [28s / 18s]: | 0.7       | Result Flagging Label:      | RIN N/A                                                                                          |

**Fragment table for sample 12 : SV3-YS-03**

| Name | Start Size [nt] | End Size [nt] | Area | % of total Area |
|------|-----------------|---------------|------|-----------------|
| 18S  | 1,548           | 2,046         | 38.0 | 12.4            |
| 28S  | 3,190           | 3,901         | 27.0 | 8.8             |

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE13804763\_2020-08-12\_11-44-08.xad

Created: 8/12/2020 11:44:08 AM  
Modified: 8/12/2020 12:24:19 PM

**Gel Image**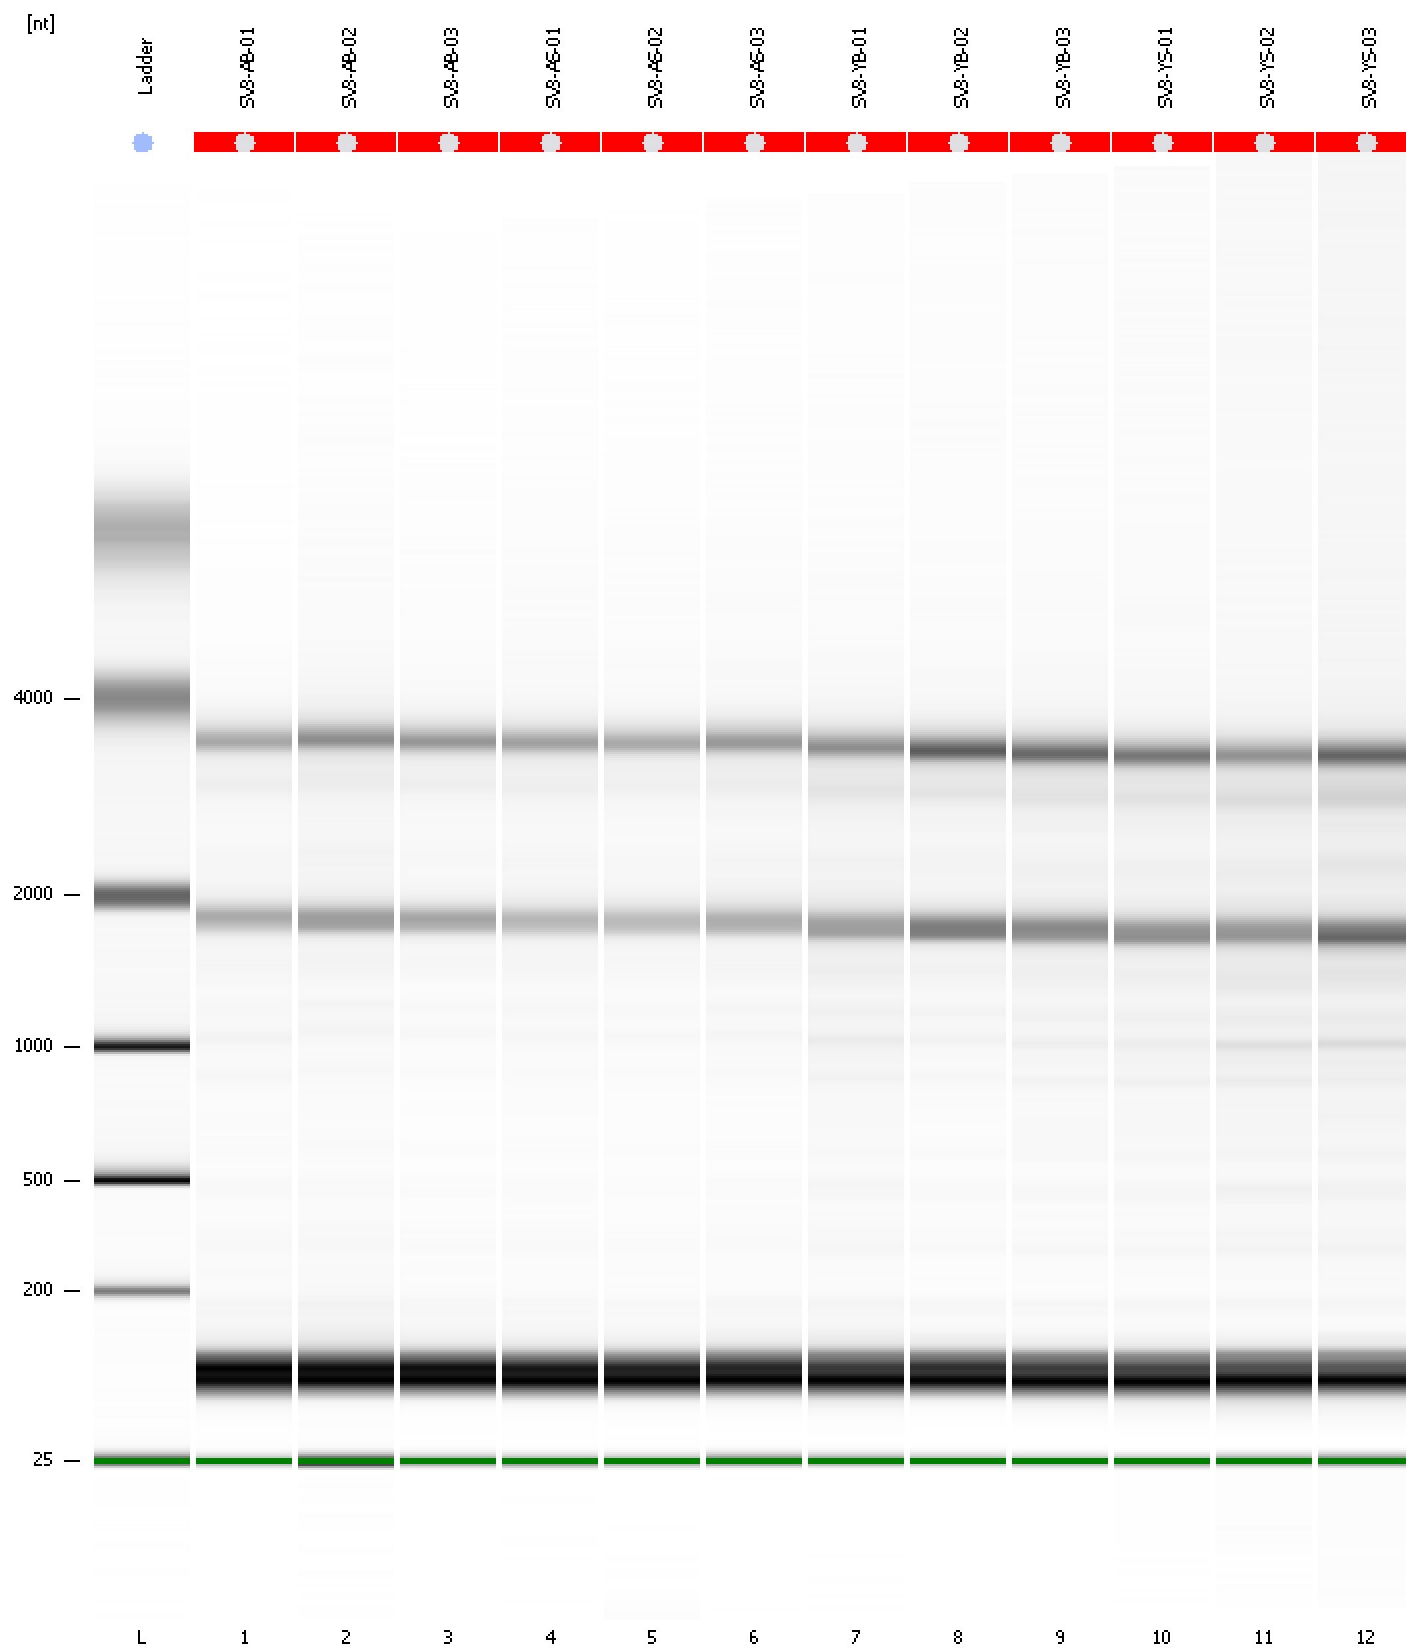

**Supplement:** Supplementary file 4 — Supplementary Information 4.

How the deposited data were processed for this re-analysis (not part of the article)

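Gastrocnemius muscle of male C57BL/6 mice was sampled 24 h after a scald burn over 25% of the body surface or a sham procedure. Young mice were 5 weeks and adult mice 11 weeks old at the time of burn. The groups young sham, young burn, adult sham and adult burn held 3 mice each, and each mouse gave 1 library of poly-A RNA and 1 library of small RNA, so that there were 12 libraries of either kind.

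The authors aligned the mRNA reads to GRCm38 with STAR and counted them on Gencode M25 genes with the GeneCounts option. The miRNA reads were trimmed with the mirDeep2 package, aligned with STAR and counted on miRNAs with featureCounts. Both kinds of values are raw counts without normalization or a filter on low counts, and both were checked to be whole numbers in every library. The versions of these tools, the strand counted for mRNA and the treatment of miRNA reads that map to several places are not given in the sources used here. The mRNA values hold 55401 genes, and several miRNA names stand for more than 1 hairpin copy, each with its own entry. Biotypes and positions were taken from Gencode M21 on GRCm38, by gene identifier without its version, and 260 genes had no match there.

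Everything else was computed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9. Counts were normalized by edgeR's TMM method. The function filterByExpr with a minimum count of 10 and a minimum total count of 15 kept 12408 genes in the 12 mRNA libraries, 12651 in the 11 without young burn replicate 2, and 299 miRNA entries. A mean for each group was fitted in edgeR's quasi-likelihood model without further covariates, and tests were two-sided with Benjamini-Hochberg adjustment over all genes or entries tested. A gene was called at an adjusted p under 0.05, and its size of change was read against an absolute log2 fold change of 1. Calls of mRNA were counted over protein-coding genes. Levels are normalized CPM, and log2 CPM for scores of single libraries used a prior count of 2.

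The comparisons were young sham with adult sham, adult burn with adult sham, young burn with young sham, and young burn with adult burn, each for mRNA and miRNA. The burn by age interaction was tested as the difference of both burn effects. The burn term of a model with age and burn was tested against age alone in the 11 mRNA libraries without young burn replicate 2, since the legend of Fig. 2 leaves 1 young burn animal out and the figure shows young burn replicates 1 and 3. Except for this test, all 12 libraries were the main setting. Values without young burn replicate 2 stand first in the text because the legend of Fig. 2 leaves this animal out. The paper does not say whether its other counts do. In young burn against young sham, DESeq2 without that library came within 0.004977 of each of the 181 log2 fold changes in the supplement. With all 12 libraries the largest difference was 2.307. Between the burn groups, the largest difference over 1815 listed genes was 0.005 without that library and 2.312 with it. These values argue against its use in the paper's fold changes for these comparisons. Replicate numbers were not taken to pair the mice.

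Total counts ran from 4392605 to 5688512 per mRNA library and from 1704531 to 3149396 per miRNA library. A gene with 0 counts in a group was set to a limit of 3 counts over the group, and a ratio to a group with 1 to 3 counts was given with its exact 95% counting interval. Such limits and intervals cover counting error only, as reads were counted without molecular identifiers. On simulated data with the spread of these libraries, edgeR recovered 148 to 162 of 200 changed genes per comparison with 6 to 10 false calls, and 54 to 57 of 60 changed miRNA entries with 2 to 5 false calls. The list tests camera and fry called the raised list in every simulated comparison, camera with 0 false list calls and fry with 0 to 2 per mRNA comparison and 0 to 1 per miRNA comparison. These list calls were made at an unadjusted p under 0.05. The changed genes had an absolute log2 fold change of 1 or 2, so recovery of smaller changes was not simulated. Genes were drawn independently of each other, so the simulation cannot show false list calls from genes that vary together.

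The pathway collections of the paper were not used here. In their place, 19 mRNA lists and 4 miRNA lists were written by hand after the fold changes of Supplement Table 1 had been seen. The mRNA lists are proteasome subunits, muscle atrophy, oxidative stress response, complement and macrophage, neutrophil, slow and oxidative fibre, fast glycolytic fibre, collagen matrix, tendon, myogenic regulators and developmental myosins, imprinted growth, Schwann cell, adipocyte, keratinocyte, red blood cell, proliferation, immediate early, and activator and repressor phase clock genes. The miRNA lists are the miR-29 family, the Dlk1-Dio3 region, the cluster of mir-322 and mir-503 and muscle miRNAs. A further 2 lists, heat shock and low oxygen genes, were added after the per-gene values of young burn replicate 2 had been seen. Lists were tested by camera with a preset correlation of 0.01, with fry and camera with an estimated correlation beside it, and p was adjusted over all lists and comparisons of an assay. The 2 added lists were adjusted apart from the others. The burn by age interaction was tested only for the proteasome, oxidative stress, and complement and macrophage lists. Its p was adjusted over these lists alone, so it is less strictly adjusted than the other list tests. Genes of 2 lists overlap only for Ddit4 (muscle atrophy and low oxygen) and Egr2 (Schwann cell and immediate early).

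Genes named in the text are every gene and miRNA that the paper names as measured here, the 3 highest and 3 lowest log2 fold changes per comparison among called genes whose groups do not overlap, the 5 smallest p in each interaction test, and the 3 smallest p of each list in each comparison at which it is reported. This rule was written after the fold changes of Supplement Table 1 had been seen, and its part on the largest changes was applied a second time without young burn replicate 2. A gene that the rule names is not reported here.

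The tests, the lists, the rule for named genes and the first set of alternatives were chosen before the data were examined, though after Supplement Table 1 had been seen. Those alternatives were DESeq2 (its Wald test, or its likelihood ratio test for the burn term), RLE factors in edgeR, no filter on low counts, the replicate number as a block, each library left out in turn, a fit with only the 2 groups compared, calls over all biotypes, library size as the only scaling for miRNA, and fry or an estimated correlation for lists. Added after seeing the data were DESeq2 without young burn replicate 2, that library left out of comparisons that do not include young burn, miRNA counts summed by name in edgeR and in DESeq2, the likelihood ratio test over all 12 libraries, the scaling by library size for the miRNA lists, and the 2 added lists. Other splits of the mice were counted for each comparison, up to 100 splits. Random lists (10000) were matched on expression, or on exon length and expression, and correlations across libraries were tested with 1e+05 permutations after the group means were taken out.

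Not used here were the raw reads, the gene set collections and the predicted miRNA targets. The values of RNA concentration and of the ratio of 28S to 18S ribosomal RNA were read from the supplement.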

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

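The tests of depth, RNA quality, other tissue, the share of muscle fibres and fibre mix for young burn replicate 2, of the part of muscle sampled in adult burn, of blood behind the neutrophil genes and of library composition behind the muscle miRNAs were chosen only after the result was seen, as were the lists of heat shock and low oxygen genes and the omission of young burn replicate 2 from comparisons that do not include young burn.

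Young burn replicate 2 lies far from the other mRNA libraries, and the paper leaves it out of Fig. 2 as an outlier, so its own profile is data that the paper does not report on. In this library, 11 protein-coding genes lay more than 4-fold above all other libraries and 23 more than 4-fold below. The heat shock genes had a median log2 difference of 1.31 from the other young libraries, with 14 of 15 genes higher. Its total count of 4633596 lies within the range of the other libraries, from 4392605 to 5688512, which argues against low depth, and its ratio of 28S to 18S ribosomal RNA of 0.9 lies within the range of the other samples, from 0.7 to 1.3, which argues against degraded RNA. A swap with an adult library would need an adult library out of place, and each of these lay nearer adult sham for at least 89.2% of 1475 genes called between the sham groups (adult burn replicate 2), while young burn replicate 2 lay nearer young sham for 51.9%. A lower share of muscle fibres would raise the genes of every other cell type alike. The collagen matrix genes had a score of -0.14 in this library, against -0.13 to 0.066 in young sham, and 0.09 and 0.37 in young burn replicates 1 and 3. The Schwann cell genes had -0.97 (young sham -0.39 to 0.34, young burn replicates 1 and 3 0.39 and -0.54) and the neutrophil genes 3.00 (young sham -0.44 to 0.31, the same burn replicates 1.89 and 1.85). Much of the neutrophil rise is thus shared with the other burned young mice, as is the fall of the tendon genes, with -1.33 in this library and -1.23 and -0.81 in the others. Since the collagen and Schwann cell genes lay below both other burned young mice and the neutrophil genes above them, a lower share of fibres is argued against, and a rise in a single cell type stays open. Another mix of fibre types would move fast and slow fibre genes apart. The fast fibre genes had a median log2 difference of -0.86 from young sham, and the slow fibre genes were lower too.

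What stays open for young burn replicate 2 are mainly explanations for which the values it would need were found. The median of the heat shock genes lay at the 100th percentile of 10000 random lists matched on expression, whose highest median was 0.80, so a heat shock response in this animal is a candidate explanation. The low oxygen genes lay at percentile 97.8, with a median of 0.33, 9 of 14 genes higher, and 221 random lists as high, which is a weaker departure. Both lists were added after other genes of this library had been seen, and they were made of genes whose own values had not been looked at. The difference of this library from young sham also went with the adult burn log2 fold changes, with r = 0.476 (Spearman's rho 0.451) and a slope of 1.06 across 12410 genes, against r = 0.141 and a slope of 0.149 in replicate 1 and 0.262 and 0.328 in replicate 3. Genes are not independent replicates, so these values carry no test. A stronger form of the response to burn in this animal may therefore be part of the pattern. Cells of another tissue stay open as well. The 20 most abundant genes had a median log2 difference of -0.69 from the other young libraries, with -1.50 as the lowest of them, against medians of -0.37 to 0.50 in the other young libraries, and a fall of this median by dilution alone would need 37.9% of other RNA. Genes under 10 CPM in the other young libraries took 2.13% of the counts of this library, against 1.37% to 1.82% when the same was done for each of the others, and 1.54% to 2.19% when young burn replicate 2 was kept out of the libraries they were set against. For genes under 50 CPM it took 18.3%, against 10.1% to 13.0% and 11.8% to 15.7%. These shares lie below what dilution would need, yet they are above the range of the others in all but 1 of these counts, and a tissue that shares its abundant genes with muscle would not show in them, so cells of another tissue cannot be told apart from a change within the muscle. With 1 animal, an effect of burn cannot be separated from other differences of this mouse, and a swap with a mouse outside the study was not tested.

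In the 11 libraries, edgeR called 12 protein-coding genes in the burn by age interaction, a test of the difference between ages itself. The smallest p were those of Myh1 (1.72), Fabp3 (1.34), Fndc5 (1.00), Myh2 (2.16) and Crhr2 (1.28), as log2 fold change in young minus adult mice. DESeq2 called 45 genes without this library. With all 12 libraries edgeR called 0 genes, with 845 at an unadjusted p under 0.05, and DESeq2 called 1, while edgeR without a filter called 105, so the count depends on young burn replicate 2 and on the filter. Of 100 splits of the 12 libraries, 100 gave a count as large as the real one, but as that count was 0 every split reaches it, which says nothing about chance, and the highest count of another split was 108. Chance is thus not excluded there, and splits of the 11 libraries were not counted. If other parts of the muscle had been sampled, the called genes would follow the fibre types across libraries. Over 11 libraries with the group means taken out, 7 called genes that are higher in young mice and not in the list of slow and oxidative fibre genes had r = -0.26 with that list (permutation p = 0.439), rho = -0.1 (permutation p = 0.774), and r = 0.121 without the 2 farthest libraries. A further 3 of the called genes are in the list itself. With so few libraries, sampling of other fibres cannot be told apart from a different burn response in young mice, and an effect of age on the burn response stays open.

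Neutrophil genes, which the paper does not discuss, were higher after burn in both ages. Of the 10 genes in the list, 4 passed the filter (Lcn2, S100a8, S100a9 and Mmp9), and all were higher in both ages. The median log2 fold change was 1.74 in adult burn (adjusted p = 1.05e-09 by camera, 0.00641 by fry and 0.0101 with an estimated correlation) and 2.84 in young burn (adjusted p = 5.22e-08 by camera, 0.00461 by fry and 0.0227 with an estimated correlation), and 2.18 in young burn without young burn replicate 2. Levels were low. Over all 12 libraries Lcn2 had a mean of 10.6 CPM in adult burn and 0.999 CPM in adult sham, and 16.6 and 0.879 CPM in young burn and young sham. Mmp9 had 8.98 and 5.26 CPM in adult burn and adult sham. More blood left in the muscle would raise red blood cell genes as well. Their median was -0.43 in adult burn and -0.15 in young burn, with a range of 0.991 within adult sham and 1.13 within young sham, which argues against more blood as the cause. A change in the mix of blood cells, entry of neutrophils into the muscle and expression of these genes by other cells stay open as untested hypotheses, as does an effect of burn itself.

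Slow and oxidative fibre genes were lower in adult burn, in a list that the paper does not report as a whole. The median log2 fold change was -0.94, with 14 of 14 genes lower (adjusted p = 6.74e-13 by camera, 0.191 by fry and 0.243 with an estimated correlation). Without young burn replicate 2 the median was -0.94, and fry gave 0.0344. With single libraries left out it ran from -1.19 (without adult sham replicate 1) to -0.70 (without adult sham replicate 3). A lowering of fibre genes of every kind is argued against by the fast fibre genes, whose median was 0.053, with 8 of 12 higher. A sampled part of the muscle with other fibres stays open. The score of the list spanned 1.08 on the log2 scale within adult sham and 0.662 within young sham, where no burn could move it, and the mean of adult burn lay -0.79 from that of adult sham. Adult sham replicate 1, at -0.32, lay at the level of adult burn (-0.54 to -0.33). A difference in the fibres sampled is therefore a candidate explanation, and an effect of burn on these fibres stays open as well.

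Tendon genes, which the paper does not discuss, were lower after burn, with a median log2 fold change of -0.81 in adult burn (14 of 15 genes lower, adjusted p = 1.86e-08 by camera, 0.195 by fry and 0.269 with an estimated correlation) and -1.10 in young burn (13 of 15 lower, adjusted p = 2.93e-11 by camera, 0.0505 by fry and 0.206 with an estimated correlation). They were higher in young sham than in adult sham, with a median of 0.80 and all 15 genes higher (adjusted p = 5.22e-08 by camera, 0.0724 by fry and 0.269 with an estimated correlation). By fry and with an estimated correlation none of these 3 comparisons passed 0.05. With single libraries left out the median ran from -0.98 (without adult sham replicate 2) to -0.47 (without adult sham replicate 1) in adult burn and from 0.47 (without adult sham replicate 2) to 1.00 (without adult sham replicate 3) between the sham groups. Less tendon in the pieces of muscle would move all tendon genes of a library together. Across 12 libraries with the group means taken out, a part of 8 genes of the list followed the other 7, with r = 0.939 (permutation p = 4e-05), rho = 0.818 (permutation p = 0.00213), and r = 0.915 without the 2 farthest libraries. Tendon genes thus vary together among mice of the same group, and a different amount of tendon in the samples is a candidate explanation. An effect of burn on tendon genes was not separated from it and stays open.

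Imprinted growth genes were higher in young muscle, with a median log2 fold change of 1.45 in young sham (13 of 16 genes higher, adjusted p = 2.21e-22 by camera, 0.000278 by fry and 0.0101 with an estimated correlation) and 1.54 in young burn against adult burn. The paper does not report on this list. A trend with gene length and expression level is argued against by 10000 random lists matched on both, of which the highest median was 0.39 and 0 were as high as the list. Age itself stays open, untested beyond the comparison of the groups, as do differences in the mix of cells.

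miRNAs of the Dlk1-Dio3 region were higher in young muscle, a signal in entries that the paper does not discuss as a group. All 46 entries tested were higher and called in young sham against adult sham, with a median log2 fold change of 2.19 (adjusted p = 4.77e-37 by camera, 2.68e-06 by fry and 0.0153 with an estimated correlation), and young burn against adult burn gave 2.21 with 45 called. They took a median of 2.74% of the counts in young sham and 0.40% in adult sham. Composition of the libraries is argued against as the cause, since with library size as the only scaling the median was 2.70, while all other entries had -0.091 with TMM and 0.42 with library size, which moves the whole scale by that difference. Whether reads were shared between near-identical copies cannot be told apart by a test on unique names, since every entry of the region tested has a name of its own and the median over these is again 2.19. Higher transcription of the region is a candidate explanation. Its long RNAs, measured in the mRNA libraries, were higher in young sham, with log2 fold changes of 2.22 for Meg3, 2.01 for Rian and 1.78 for Mirg. These long RNAs are also in the list of imprinted growth genes, so that both patterns share them. An effect of age stays open.

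Muscle miRNAs were lower in adult burn, in entries for which the paper reports no change. The median log2 fold change was -0.31, with all 8 entries lower (adjusted p = 0.000521 by camera, 0.00783 by fry and 0.0227 with an estimated correlation), and edgeR called 0 of them, also when adjusted over the list alone. These entries take much of every library, so the scaling weighs on them. With library size as the only scaling the median was -0.099, within the range of 0.113 found among adult libraries of the same group, while relative to the other entries the list had an adjusted p of 0.00360 by camera. Whether these miRNAs fell or the other entries rose cannot be told apart, since counts give only shares of a library. An effect of burn stays open.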

How the results depend on the processing

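DESeq2 without young burn replicate 2, that library left out of comparisons that do not include young burn, miRNA counts summed by name, the likelihood ratio test over all 12 libraries and the scaling by library size for the miRNA lists were chosen only after the result was seen. Counts below are over 12 libraries in edgeR unless another setting is named, and a count was taken as moved when it changed by more than 1.5 times.

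Among 17 counts of calls, 2 stayed within 1.5 times under every setting tried. The RLE factors moved 0 of 17, calls over all biotypes 0 of 6, miRNA counts summed by name in edgeR 0 of 5, the replicate block 3 of 15, DESeq2 8 of 16, a fit of 2 groups 7 of 12, no filter 10 of 15, and DESeq2 without young burn replicate 2 8 of 11. With single libraries left out, 39 of 115 counts moved. In 158 results of named genes, 148 kept their direction under every setting tallied for genes and 66 also their side of the threshold. The settings tallied for genes were DESeq2, with and without young burn replicate 2, the RLE factors, the replicate block and libraries left out. In 28 results of lists, 27 kept their direction under every setting tallied for lists and 10 also their side of the threshold. For the counts, genes and lists that moved, the cause was not tested.

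Without a filter on low counts, the calls were 921 between young sham and adult sham (against 440 with the filter; 310 with an absolute log2 fold change above 1, against 186), 260 between adult burn and adult sham (against 1; above 1, 89) and 1017 between young burn and young sham (against 8; above 1, 292). The interaction had 105 calls against 0, and the burn term 733 against 258. For miRNA, young burn against young sham had 6 calls and the interaction 6, each against 0 with the filter.

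DESeq2 with all 12 libraries called 7 genes in adult burn (above 1, 7), 422 in young burn (above 1, 124) and 1 in the interaction, and 4 genes were called after burn in both ages, against 1 by edgeR. DESeq2 called 1 miRNA entry in adult burn and 1 in the interaction, where edgeR called 0 (with 23 and 36 at an unadjusted p under 0.05), as did DESeq2 on counts summed by name (1 and 1) and edgeR with library size as the only scaling (1 and 1).

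DESeq2 without young burn replicate 2 called 1101 genes between the sham groups, 203 in adult burn (above 1, 36), 184 in young burn (above 1, 43) and 45 in the interaction. It shared 638 calls between the age comparisons, against 280 by edgeR with all libraries, and 32 between the burn comparisons. For edgeR the shared calls without that library were 817 and 9. For the comparisons that do not include young burn, leaving the library out changes only the spread shared by all groups, the scaling and the genes that pass the filter.

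A fit with only the libraries of the 2 groups compared gave 1101 calls between the sham groups, 110 in adult burn (above 1, 30), 1 in young burn (above 1, 1) and 304 between the burn groups (against 1294; above 1, 191 against 389). Such a fit takes its spread from 6 libraries and not 12. With the replicate block there were 3 calls in adult burn (above 1, 3) and 162 for the burn term, which had 85 when all 12 libraries were used.

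With single libraries left out, the calls ran from 87 (without adult sham replicate 2) to 1409 (without young burn replicate 2) between the sham groups, and above 1 from 66 (without adult sham replicate 2) to 281 (without young burn replicate 2). In adult burn they ran from 1 (without adult sham replicate 1) to 110 (without young burn replicate 2), and above 1 from 1 (without adult sham replicate 1) to 33 (without young burn replicate 2), where each adult library left out gave 1. In young burn the range was 1 (without young sham replicate 2) to 657 (without young burn replicate 1), and above 1 it was 1 (without young sham replicate 2) to 311 (without young burn replicate 1). Between the burn groups it was 373 (without adult burn replicate 3) to 2510 (without young burn replicate 2), and above 1 it was 205 (without adult burn replicate 3) to 581 (without young burn replicate 2). The interaction ran from 0 (without adult sham replicate 1) to 12 (without young burn replicate 2), and the burn term from 70 (without young burn replicate 3) to 372 (without young sham replicate 1). For miRNA in young burn the range was 0 (without young sham replicate 1) to 1 (without young burn replicate 1). A group with a library left out holds 2 mice, which are assumed to vary like the other groups.

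The direction of some genes named in the text turned with young burn replicate 2. In young burn against young sham, Ubb went from 0.63 to -0.19 in DESeq2 without that library, Cry1 from 0.43 to -0.049, Pfkfb4 from 0.32 to -0.40 and Rnf115 from 0.095 to -0.32. Between the burn groups, Ubb went from 0.023 to -0.81, or -0.10 with the replicate block. The block also turned Myom3 in young burn from 0.019 to -0.0096. The interaction of Ubb, -0.0031, was 0.014 in DESeq2 and 0.013 with RLE factors, and mir-126a in adult burn, 0.033, was -0.024 in DESeq2 and -0.019 with RLE factors.

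With single libraries left out, the log2 fold change in young burn ran from -0.18 (without young burn replicate 2) to 0.92 (without young burn replicate 3) for Ubb, -0.042 (without young burn replicate 2) to 0.62 (without young burn replicate 3) for Cry1, -0.39 (without young burn replicate 2) to 0.59 (without young burn replicate 1) for Pfkfb4, -0.31 (without young burn replicate 2) to 0.30 (without young burn replicate 3) for Rnf115, -0.24 (without young burn replicate 3) to 0.39 (without young burn replicate 2) for Myom3 and -0.20 (without young burn replicate 3) to 0.38 (without young burn replicate 2) for Mybpc1 (main value 0.049). Between the burn groups it ran from -0.79 (without young burn replicate 2) to 0.31 (without young burn replicate 3) for Ubb. In adult burn it ran from -0.026 (without adult burn replicate 1) to 0.052 (without adult burn replicate 2) for mir-126a. The interaction ran from -0.81 (without young burn replicate 2) to 0.29 (without young burn replicate 3) for Ubb and -0.97 (without young burn replicate 2) to 0.0079 (without young burn replicate 1) for Pfkfb4 (main value -0.26).

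Of 28 list results, 11 passed the threshold by camera with the preset correlation and not by fry, and 15 did not with an estimated correlation, while the RLE factors changed no direction or side in 28. The medians are those of camera. For the proteasome list the adjusted p was 0.191 by fry and 0.269 with an estimated correlation in adult burn (median 0.39), and 0.0986 and 0.269 in young burn (0.57). The oxidative stress list had 0.191 and 0.243 in adult burn (0.45), and 0.177 and 0.269 in young burn (0.68). The complement and macrophage list had 0.448 and 0.622 in adult burn (0.35), and 0.198 with an estimated correlation in young burn (0.83). Between the sham groups, the estimated correlation gave 0.121 for the collagen list (0.90) and 0.174 for the myogenic list (0.62). These tests allow for genes of a list that vary together among mice.

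The oxidative stress list between the sham groups (median -0.16, adjusted p = 0.0658) passed the threshold with the replicate block (-0.14, adjusted p = 0.0395), and without adult sham replicate 3 (-0.24, adjusted p = 0.0157) or young burn replicate 2 (-0.17, adjusted p = 0.00600). With other libraries left out it ran up to -0.055 (without adult sham replicate 2). The complement and macrophage list in adult burn ran from 0.15 (without adult burn replicate 1) to 0.40 (without adult sham replicate 2), with an adjusted p of 0.218 at the lower end. The slow fibre list in young burn, -0.14, ran from -0.50 (without young burn replicate 1) to 0.21 (without young burn replicate 2), and was 0.13 without young sham replicate 2.

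Depth limits what can be said of rare transcripts. The filter left 12408 of 28528 genes with a count, and 299 of 756 miRNA entries. Mir-546, mir-3099, mir-758 and mir-1930 had too few counts for the test, and their fold changes are given as limits or ratios of counts. Every alternative of the first set was run.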

Differences from the paper's values

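DESeq2 without young burn replicate 2, that library left out of comparisons that do not include young burn, DESeq2 on miRNA counts summed by name and the likelihood ratio test over all 12 libraries were chosen only after the result was seen. A count was taken as near the paper's when it came within 1.5 times of it, and a log2 fold change when it had the same sign and lay within its standard error. Values here are from edgeR with all 12 libraries unless another setting is named, except for the burn term, which was fitted in 11.

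Between young sham and adult sham, the paper calls 1112 genes (450 higher and 662 lower), against 440 here (216 higher and 224 lower). Of the alternatives set before the data were examined, the paper's counts were neared with no filter (921, with 409 higher and 512 lower) and in a fit of the 2 groups (1101, with 495 and 606). They were not with RLE factors (464, with 218 and 246), the replicate block (323, with 168 and 155), DESeq2 (621, with 257 and 364) or any sham library left out (87 to 449, with 45 to 212 and 35 to 237). Chosen after seeing the values, edgeR without young burn replicate 2 (1409, with 605 and 804) drops 61 of the paper's calls, and DESeq2 without it (1101, with 443 and 658) drops 20.

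For adult burn against adult sham, the paper calls 203 genes (128 higher and 75 lower), against 1 by edgeR here (1 higher and 0 lower, with 796 genes at an unadjusted p under 0.05). The gene called here is Pnmt, and 0 of the paper's genes were called. Among alternatives set before the data were examined, no filter came near for the total and the higher genes (260 and 143) and not for the lower (117), and it calls 127 of the paper's genes. Not near were RLE factors (1, with 1 higher and 0 lower), the replicate block (3, with 2 and 1), DESeq2 (7, with 5 and 2, of which 5 are the paper's), a fit of the 2 groups (110, with 70 and 40, of which 95 are the paper's) and each adult library left out (1, with 1 and 0). DESeq2 without young burn replicate 2, chosen after seeing the values, calls 203 (128 higher and 75 lower) and drops 9 of the paper's genes. Leaving that library out in edgeR, also chosen after seeing them, calls 110 (68 and 42), which is not near, and drops 104. In the supplement the paper lists 129 higher and 74 lower genes.

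In young burn against young sham, the paper calls 181 genes (107 higher and 74 lower), against 8 here (7 higher and 1 lower). None of the alternatives set before the data were examined came near. These were RLE factors (8, with 7 and 1), no filter (1017, with 613 and 404), the replicate block (9, with 7 and 2), DESeq2 (422, with 252 and 170), a fit of the 2 groups (1, with 1 and 0) and each young library left out (1 to 657, with 1 to 400 and 0 to 257). Of the paper's genes, 8 were called here, 151 by DESeq2, 156 with no filter, and 76 without young burn replicate 2 (81 calls). Only DESeq2 without that library, chosen after seeing the values, came near (184, with 109 and 75), and it drops 6 of the paper's genes.

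Of the genes lower in young burn than in adult burn, the paper calls 989 and 577 were called here. With alternatives set before the data were examined, no filter (783) and leaving out young burn replicate 2 (1175) came near, and RLE factors (557), the replicate block (501), DESeq2 (652), a fit of the 2 groups (115) and the other libraries left out (164 to 461) did not. DESeq2 without young burn replicate 2 (991), chosen after seeing the values, drops 10 of these genes of the paper.

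For miRNA in adult burn, the paper calls 1, mir-10a, and edgeR called 0 here, with 23 at an unadjusted p under 0.05. Both DESeq2 and library size as the only scaling, set before the data were examined, reach the count. DESeq2 calls 1 entry, mir-10a (adjusted p = 0.000949), and library size as the only scaling calls 1 entry, which is another miRNA. The RLE factors, no filter, the replicate block, a fit of the 2 groups and each adult library left out call 0. DESeq2 on counts summed by name, chosen after seeing the values, calls 1 and drops 0 of the paper's calls, and edgeR on summed counts, chosen so too, calls 0. In young burn, the paper calls 1, mir-126a, and edgeR called 0 (37 at an unadjusted p under 0.05). Leaving out young burn replicate 1 gives the same count (1), but of another miRNA. The other alternatives set before the data were examined do not, with 6 calls for no filter and 0 for DESeq2, RLE factors, the replicate block, library size, the fit of the 2 groups and the other young libraries left out. The summed counts, added later, gave 0 in DESeq2, dropping the paper's 1, and 0 in edgeR. No setting run called mir-126a in young burn, and its lowest adjusted p was 0.105, by DESeq2.

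With age as a factor, the paper calls 415 genes for burn and edgeR called 258 here. Of the alternatives set before the data were examined, leaving out young sham replicate 1 (372) and the likelihood ratio test of DESeq2 (369) came near, and RLE factors (251), no filter (733), the replicate block (162), all 12 libraries (85) and other libraries left out (70 to 262) did not. The likelihood ratio test over all 12 libraries (336), chosen after seeing the values, came near as well. How many of the paper's calls it drops was not counted, since the paper does not list the genes of this test by name. The burn term here and in the paper's comparison of models is the effect of burn shared by both ages, and not its difference between ages.

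Ubb in young burn against adult burn is given as increased by 0.81 in the paper's text and listed as -0.81 in its supplement, against 0.023 here. No setting reached the value of the text. With the alternatives set before the data were examined, RLE factors gave 0.032, no filter 0.0088, the replicate block -0.10, DESeq2 0.024, a fit of the 2 groups 0.036, and single libraries left out -0.79 to 0.31. The value of the supplement was neared only without young burn replicate 2, by edgeR (-0.79, set before the data were examined) and by DESeq2 (-0.81, chosen after seeing the values, with 21 of the paper's calls dropped).

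With an absolute log2 fold change above 1, the paper's supplement lists 28 genes in adult burn against 1 here. Set before the data were examined, a fit of the 2 groups (30) came near, and RLE factors (1), no filter (89), the replicate block (3), DESeq2 (7) and each adult library left out (1) did not. Chosen after seeing the values, edgeR without young burn replicate 2 (33) drops 5 of these genes of the paper and DESeq2 without it (36) drops 0. In young burn the paper lists 47 and 7 were found here. Leaving out young burn replicate 2, set before the data were examined, came near (37), and RLE factors (7), no filter (292), the block (7), DESeq2 (124), the fit of 2 groups (1) and other young libraries left out (1 to 311) did not. DESeq2 without that library (43), chosen after seeing the values, drops 5.

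The paper's supplement shares 639 genes between the age comparisons of sham and of burn mice, against 280 here. Leaving out young burn replicate 2, set for shared calls before the data were examined, came near (817), and RLE factors (289) and DESeq2 (372) did not. It rests on calls between the sham groups without that library, which taken alone were chosen after the result was seen. DESeq2 without that library (638), chosen after seeing the values, drops 9 of the paper's shared genes. Between the burn comparisons of both ages the paper shares 27 genes, against 1 here. None set for shared calls before the data were examined came near (RLE factors 1, DESeq2 4, without young burn replicate 2 9). The last of these rests on calls in adult burn without that library, which taken alone were chosen after the result was seen. DESeq2 without that library (32), chosen after seeing the values, came near and drops 0.

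The paper states that burn changed more mRNAs in adult than in young mice. Over 12 libraries edgeR called 1 in adult and 8 in young burn, and DESeq2 7 and 422. The order is the paper's without young burn replicate 2, with 110 and 81 in edgeR and 203 and 184 in DESeq2. The paper also states that in all comparisons most changes were small. Over 12 libraries, absolute log2 fold changes above 1 made up 186 of 440 calls between the sham groups and 389 of 1294 between the burn groups, but 1 of 1 in adult burn and 7 of 8 in young burn. In young burn most changes were small, as the paper states, with DESeq2 over 12 libraries (124 of 422 above 1), with no filter (292 of 1017) and without young burn replicate 2 (37 of 81). In adult burn they were so with no filter (89 of 260), in a fit of the 2 groups (30 of 110) and without that library, a setting chosen after seeing the values (33 of 110), and not with DESeq2 over 12 libraries (7 of 7).

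Among genes the paper names as changed in adult burn, Myh2, Myh1, Myom3, Mybpc1, Rnf115, Pfkfb4, Ubb and Gpt2 were not called by edgeR over 12 libraries, although their log2 fold changes had the paper's sign and size. DESeq2 called Myh2 (adjusted p = 0.0112) and Myh1 (0.000856) over 12 libraries, and the replicate block called Myh1 (0.0403). With young burn replicate 2 left out, a setting chosen after seeing the values that drops 104 of the paper's calls, edgeR calls these genes except Gpt2 (adjusted p = 0.0756). DESeq2 without that library, chosen so too and dropping 9, called Gpt2 as well (0.0106).

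Some of the paper's values do not match each other. The text gives mir-10a in adult burn as lower by 0.33 and the supplement lists -0.39. Here edgeR gave -0.34, and DESeq2 gave a value 0.008 from that of the supplement. For mir-546 the supplement lists 5.07 in young sham against adult sham, which lies above the highest range that Table 1 of the paper fills for this comparison. In the diagram of shared mRNAs in Fig. 1, the paper's counts of genes changed in burn of a single age stand on the side of the other age when set beside its supplement.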

Other observations

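The test of the time of harvest behind the clock genes and the tests of heat shock and low oxygen genes were chosen only after the result was seen.

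Whether other splits of the same mice give as many calls was counted for each comparison. With 3 mice against 3, 10 splits can be made, so chance cannot be excluded by this count for any comparison of a pair of groups. In mRNA, 1 of 10 splits, the real one, reached the count between the sham groups, 1 in adult burn, 1 in young burn and 1 between the burn groups, and the same held for miRNA between the sham groups (1) and the burn groups (1). For miRNA in adult burn (10 of 10) and young burn (10 of 10) the real count by edgeR was 0, so every split reached it and this says nothing about chance, and in adult burn the highest count of another split was 1. For the burn term of mRNA in the 11 libraries, 1 of 100 splits, the real one, reached 258 calls, the highest other being 38. This is the smallest share that 100 splits can give, so chance is argued against and not excluded. The burn term over all 12 libraries was not split. In the interaction of miRNA, 100 of 100 splits reached the real count of 0 by edgeR, as any split must, so that this number says nothing about chance, and the highest count of another split was 2.

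Clock genes were tested for a different time of harvest, which would move genes of the activator and the repressor phase apart. In young burn against young sham, the activator phase genes had a median log2 fold change of -0.45 (adjusted p = 0.287 by camera and 0.531 by fry), with 2 of 5 genes higher, and the repressor phase genes 0.26 (adjusted p = 0.564 by camera and 0.752 by fry), with 7 of 10 genes higher, and 0.065 without young sham replicate 2. When young burn replicate 2 was left out, the activator phase genes had -0.61 (adjusted p = 0.00140 by camera and 0.0535 by fry), with 0 of 5 genes higher, and the repressor phase genes 0.26 (adjusted p = 0.0789 by camera and 0.399 by fry). As repressor phase genes went both ways over all libraries and the times of harvest are not given in the sources used here, a different time of harvest cannot be told apart from an effect of burn. Between the sham groups the repressor phase genes had -0.68 (adjusted p = 0.00256 by camera and 0.191 by fry), and age stays open for that difference.

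Lower levels of miR-29 targets in adult muscle were tested through the 7-base word TGGTGCT in the 3' untranslated regions. Of 11845 genes, 1924 hold the word, and their shift between young sham and adult sham lay at percentile 86 of 16384 words. A shift of this rank lies within the spread of other words, so lower targets cannot be told apart from no effect. Composition of the miRNA libraries is argued against as the cause of the higher miR-29 in adult muscle, since the median over the family was -1.19 with library size as the only scaling. Age stays open as an untested explanation.

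Muscle atrophy genes had a median log2 fold change of 0.59 in adult burn, with 17 of 17 genes higher (adjusted p = 4.09e-12 by camera, 0.177 by fry and 0.198 with an estimated correlation), and 0 were called by edgeR when adjusted over all genes and 6 over the list alone. In young burn the median was 0.39 (adjusted p = 0.0171 by camera and 0.448 by fry), with 14 of 17 genes higher, and 0.76 without young sham replicate 1. With single libraries left out its adjusted p rose above 0.05 without young sham replicate 2 (0.19, adjusted p = 0.258) and without young burn replicate 2 (0.098, adjusted p = 0.433).

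Fast glycolytic fibre genes had a median log2 fold change of -0.54 (adjusted p = 4.71e-09 by camera and 0.0338 by fry) in young burn, with 0 of 12 genes higher, and 0.26 (adjusted p = 0.00473 by camera and 0.195 by fry) in young sham against adult sham. Slow and oxidative fibre genes in young burn went from -0.14 (adjusted p = 0.783 by camera and 0.919 by fry) with all libraries, with 6 of 14 genes higher, to 0.21 (adjusted p = 0.00255 by camera and 0.319 by fry) without young burn replicate 2, with 13 of 14 genes higher.

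Lists of other cell types gave these medians. Schwann cell genes had 1.00 (adjusted p = 0.00161 by camera and 0.191 by fry) in young sham against adult sham, with 6 of 7 genes higher. Adipocyte genes had 0.40 (adjusted p = 0.00724 by camera and 0.448 by fry) in adult burn, with 5 of 7 genes higher, and -0.74 (adjusted p = 0.948 by camera and 0.997 by fry) between the sham groups. Red blood cell genes had -0.38 (adjusted p = 0.215 by camera and 0.542 by fry) between the sham groups, and their change in adult burn had an adjusted p of 0.0335 by camera and 0.521 by fry, with 5 of 5 genes lower. Of 5 keratinocyte genes, 1 passed the filter (Krt10), too few for a list test. Genes that passed the filter are expressed in these muscle samples, so a list names a cell type only as a label.

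Heat shock genes, an added list, had 0.64 (adjusted p = 0.000194 by camera and 0.389 by fry) in young burn, with 15 of 15 genes higher, and 0.12 (adjusted p = 0.123 by camera and 0.0572 by fry) without young burn replicate 2. Low oxygen genes, added as well, had 0.07 (adjusted p = 0.728 by camera and 0.395 by fry), with Ddit4 shared with the atrophy list. Immediate early genes had a median of -0.04 (adjusted p = 0.614 by camera and 0.731 by fry) in young burn and -0.14 (adjusted p = 0.550 by camera and 0.740 by fry) in adult burn, with 11 of 13 genes tested and Egr2 shared with the Schwann cell list. Proliferation genes had 1.59 (adjusted p = 0.109 by camera and 0.191 by fry) in young sham against adult sham, from 2 of 12 genes that passed the filter. The cluster of mir-322 and mir-503 had 0.65 (adjusted p = 0.157 by camera and 0.000313 by fry) between the sham groups and 0.97 (adjusted p = 0.0501 by camera and 7.65e-05 by fry) between the burn groups. For immediate early genes in young burn the mean, 0.12, has the other sign than the median, as it does for complement and macrophage genes between the sham groups (mean -0.066, median 0.022), and the sign of such small medians carries no weight.

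Libraries of the same group were compared for duplicates. The lowest chi-square per degree of freedom of any pair was 3.26 in mRNA and 20.4 in miRNA, so no pair agreed within counting noise. Replicate numbers were tested for pairing through the correlation of libraries with the same number, after the group means were taken out. It ran from -0.197 to 0.261 over numbers and comparisons, with at least 1 number below 0.1 in every comparison. For miRNA in adult burn against adult sham it was 0.114, 0.0866 and 0.261. Each lay above the highest correlation with another number (0.0484, 0.0130 and -0.133), so pairing is not excluded there. In no other comparison did this hold for every number.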
